# Transcriptional signatures of wheat inflorescence development

**DOI:** 10.1038/s41598-022-21571-z

**Published:** 2022-10-14

**Authors:** Carl VanGessel, James Hamilton, Facundo Tabbita, Jorge Dubcovsky, Stephen Pearce

**Keywords:** Gene regulatory networks, Transcriptomics, Plant development, Shoot apical meristem

## Abstract

In order to maintain global food security, it will be necessary to increase yields of the cereal crops that provide most of the calories and protein for the world’s population, which includes common wheat (*Triticum aestivum* L.). An important wheat yield component is the number of grain-holding spikelets which form on the spike during inflorescence development. Characterizing the gene regulatory networks controlling the timing and rate of inflorescence development will facilitate the selection of natural and induced gene variants that contribute to increased spikelet number and yield. In the current study, co-expression and gene regulatory networks were assembled from a temporal wheat spike transcriptome dataset, revealing the dynamic expression profiles associated with the progression from vegetative meristem to terminal spikelet formation. Consensus co-expression networks revealed enrichment of several transcription factor families at specific developmental stages including the sequential activation of different classes of MIKC-MADS box genes. This gene regulatory network highlighted interactions among a small number of regulatory hub genes active during terminal spikelet formation. Finally, the *CLAVATA* and *WUSCHEL* gene families were investigated, revealing potential roles for *TtCLE13*, *TtWOX2*, and *TtWOX7* in wheat meristem development. The hypotheses generated from these datasets and networks further our understanding of wheat inflorescence development.

## Introduction

The world population is expected to exceed 9 billion people by 2050, signaling that further increases in grain production will be required to ensure food security^1^. Because there remain few opportunities to expand arable land area, increasing the yield of major cereal crops through genetic improvement will be critical to meet this goal. In common wheat (*Triticum aestivum* L.) characterizing the genetic pathways regulating grain size and grain number will facilitate the rational combination of superior alleles in wheat breeding programs to help drive continued yield improvements^2^.

Grain number in wheat is determined to a large extent by inflorescence architecture and is influenced by the environment and genotype-environment interactions. By integrating photoperiod and temperature cues, the vegetative shoot apical meristem (SAM) transitions to the reproductive inflorescence meristem (IM), during which the developing spike passes through the characteristic double ridge (DR) stage, forming a lower leaf ridge and an upper spikelet ridge^3^. The lower leaf ridge is repressed by the MIKC-MADS box transcription factors (TFs) *VRN1*, *FUL2* and *FUL3*^4^, whereas the upper ridges develop glumes, lemmas, and floret primordia. As the IM elongates, spikelet meristems are added at the growing apex, while basal spikelets continue to develop. Wheat spikes are determinate structures and the addition of lateral spikelets ends when the terminal spikelet is formed. Therefore, spikelet number is determined by the timing and rate of meristem development preceding terminal spikelet formation. Each spikelet has the potential to form between 3 and 6 grains^5^ and spikelet number is correlated with grain number and yield^6–8^.

Shoot meristems are organized around the organizing center and stem cell maintenance is governed by the conserved CLAVATA-WUSCHEL negative feedback loop^9^. In Arabidopsis, the homeodomain TF *WUS* induces *CLV3*, which encodes a secreted peptide that forms receptor complexes repressing *WUS*^10^. Manipulation of this pathway confers variation in locule number in tomato (*Solanum lycopersicum*) and kernel row number in maize (*Zea mays*)^11,12^. The wheat genome contains 104 *CLAVATA3/EMBRYO SURROUNDING REGION* (*CLE*) peptides^13^ and 44 WUSCHEL RELATED HOMEOBOX (WOX) TFs^14^, but the specific ones regulating inflorescence meristem development in wheat are yet to be identified.

Inflorescence development is controlled by a complex regulatory network involving multiple classes of TFs which orchestrate rapid and dynamic changes in gene expression. The Type ΙΙ MIKC MADS-box TFs play critical roles in flower development across the angiosperms and can be divided into A, B, C, D and E-classes that interact mainly as tetrameric complexes in a spatially regulated manner to direct sepal (A- and E-), petal (A-, B-, E-), stamen (B-, C-, E-), and carpel development (C- and E-class genes)^15,16^. This family expanded during cereal evolution and the hexaploid wheat genome contains 201 MIKC MADS-box genes, classified into 15 phylogenetic subclades^17^.

The SHORT VEGETATIVE PHASE (SVP) subclade members *SVP1*, *VRT2*, and *SVP3* promote the transition from the vegetative SAM to the IM, along with the AP1/SQUA subclade genes *VRN1*, *FUL2* and *FUL3*^4,18^. Subsequently, AP1/SQUA genes suppress the expression of SVP genes, which may be required to promote interactions between AP1/SQUA proteins and the E-class MIKC-MADS proteins SEPELLATA1 (SEP1) and SEP3, which are predominantly expressed in floral organogenesis during early reproductive growth^18^. The natural *VRT2*^*pol*^ allele from *Triticum polonicum* exhibits ectopic expression and is associated with elongated glumes and increased grain length^19^. *VRT2*-overexpression lines show reduced transcript levels of B-class (*PI* and *AP3*) and C-class (*AG1* and *AG2*) MIKC-MADS box genes, although the role of these latter subclades in wheat inflorescence development remains to be characterized^18^.

Although much has been learned about wheat inflorescence development from positional cloning, reverse genetics and comparative genetic approaches, we lack a full understanding of the regulatory networks controlling meristem determinacy and developmental transitions. Only a fraction of the hundreds of QTL for thousand kernel weight, kernel number per spike, and spikelet number have been cloned and validated to date, indicating that a large proportion of quantitative variation in these traits remains uncharacterized^7^.

Transcriptomics provides a complementary approach to characterize the regulatory networks underlying inflorescence development that is empowered by an expanding set of wheat genomic resources^20,21^. Co-expression and gene regulatory networks (GRNs) are powerful tools to interpret temporal correlation and causal relationships between genes, and to help identify critical hub genes that coordinate development^22,23^. Previous transcriptomic studies in wheat inflorescence tissues described the differential expression profiles of thousands of genes during vegetative and floral meristem development, including the stage-specific expression of different TFs and hormone biosynthesis and signaling genes^24,25^. A population-associative transcriptomic approach was used to identify regulators of wheat spike architecture, including *CEN2*, *TaPAP2*/*SEP1*-*6*, and *TaVRS1*/*HOX2*, which were validated in functional studies^26^.

In the current study, a series of co-expression and gene regulatory networks were assembled to characterize the predominant transcriptional profiles associated with the progression of wheat inflorescence development, revealing 2 consecutive regulatory shifts at the DR and TS stages. Core regulatory candidate genes were identified including both known TFs and novel candidates with potential roles in regulating spike architecture.

## Results

### Early wheat inflorescence development is defined by 2 major transcriptional shifts

To characterize the wheat transcriptome during inflorescence development, RNA was sequenced from tetraploid durum wheat meristem tissue at 5 developmental stages; vegetative meristem (W1), double ridge (W2), glume primordium (W3.0), lemma primordium (W3.25), and terminal spikelet (W3.5) (Fig. 1A)^3^. 

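RNA from apices of the durum wheat cultivar Kronos was sequenced in 20 libraries, 4 at each of the 5 stages. About 20 apices were pooled per library at W1 and W2, and about 12 at W3.0, W3.25 and W3.5. The Results call W2 double ridge and W3.0 glume primordium, whereas the Methods call W2 early double ridge and W3.0 double ridge, so stages are named here by their Waddington number. All libraries were multiplexed over 2 lanes and read as single reads of 100 bp. The authors trimmed the reads with Fastp, aligned them with STAR to the A and B chromosomes and the unanchored scaffolds, and kept uniquely mapped reads. They deposited raw read counts per gene model, made with featureCounts at a mapping quality minimum of 40 and not normalized. Reads were counted without regard to strand over the whole span of a gene, introns included, and a read that overlapped more than 1 gene model was not counted. Between 22229388 and 29655553 reads per library were counted on gene models, with a median of 25121584. The W1 libraries held 25140497 to 29410741 counts (median 27504038) and the W2 libraries 22229388 to 25715962 (median 24628836). Totals ran from 23667677 to 26753375 at W3.0 (median 25300586), from 22980323 to 29528273 at W3.25 (median 25765572) and from 23758607 to 29655553 at W3.5 (median 24742009). Reads carry no molecular identifiers, so every counting interval and every limit from a count of 0 covers counting error only. The Wilson intervals of percentages treat genes as independent and leave out the spread between libraries. TPM values were computed from the counts with the gene span as the length. Over the gene models in the part of Supplementary Data 1 used here, they differed from the paper's TPM by at most 7.14e-06 on the log2 scale. For differential expression, the 48336 gene models kept by the filterByExpr function of edgeR were fitted with all 20 libraries together, with TMM normalization in edgeR and size factors in DESeq2. A gene was called a DEG when edgeR's quasi-likelihood test and DESeq2's Wald test, both two-sided, gave a Benjamini-Hochberg adjusted p of at most 0.01 and the same direction. The paper's text names both tools, the raw counts and this threshold, but not the edgeR test, the filter or which libraries shared a fit. Log2 fold changes and adjusted p-values of single genes are edgeR's. Their standard errors (SE) were derived here, as the absolute log2 fold change divided by the square root of edgeR's F statistic. Change over the 5 stages was tested with edgeR's quasi-likelihood F test at an adjusted p of at most 0.05.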

An average of 28.9 M reads per sample (79.6% of all reads) mapped uniquely to the A and B genomes, and unanchored scaffolds from the IWGSC RefSeqv1.0 assembly. Of the 190,391 gene models on these chromosomes, 82,019 (43.1%) were expressed (> 0 Transcripts per Million (TPM)) and 45,243 (23.8%) had a mean expression greater than 1 TPM in at least 1 timepoint (Supplementary Data 1). 

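Of 190381 gene models on the A and B chromosomes and unanchored scaffolds, 82019 (43.1%) had at least 1 read in at least 1 of the 20 libraries. They comprised 39730 models of the A genome, 40819 of the B genome and 1470 on unanchored scaffolds. Low-confidence models made up 34.8% of them, and 18041 had fewer than 10 reads in all libraries together. A stage mean above 1 TPM was found for 45243 models (23.8%), of which 22.5% were low-confidence. When a read was required in every library of at least 1 stage, 60075 models counted as expressed.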

Of the 3861 gene models annotated as TFs (2.0% of gene models), 2874 (74.5%) were expressed (> 0TPM) and 1703 (44.1%) had a mean expression greater than 1 TPM in at least 1 timepoint (Supplementary Data 2).

**Figure 1:**
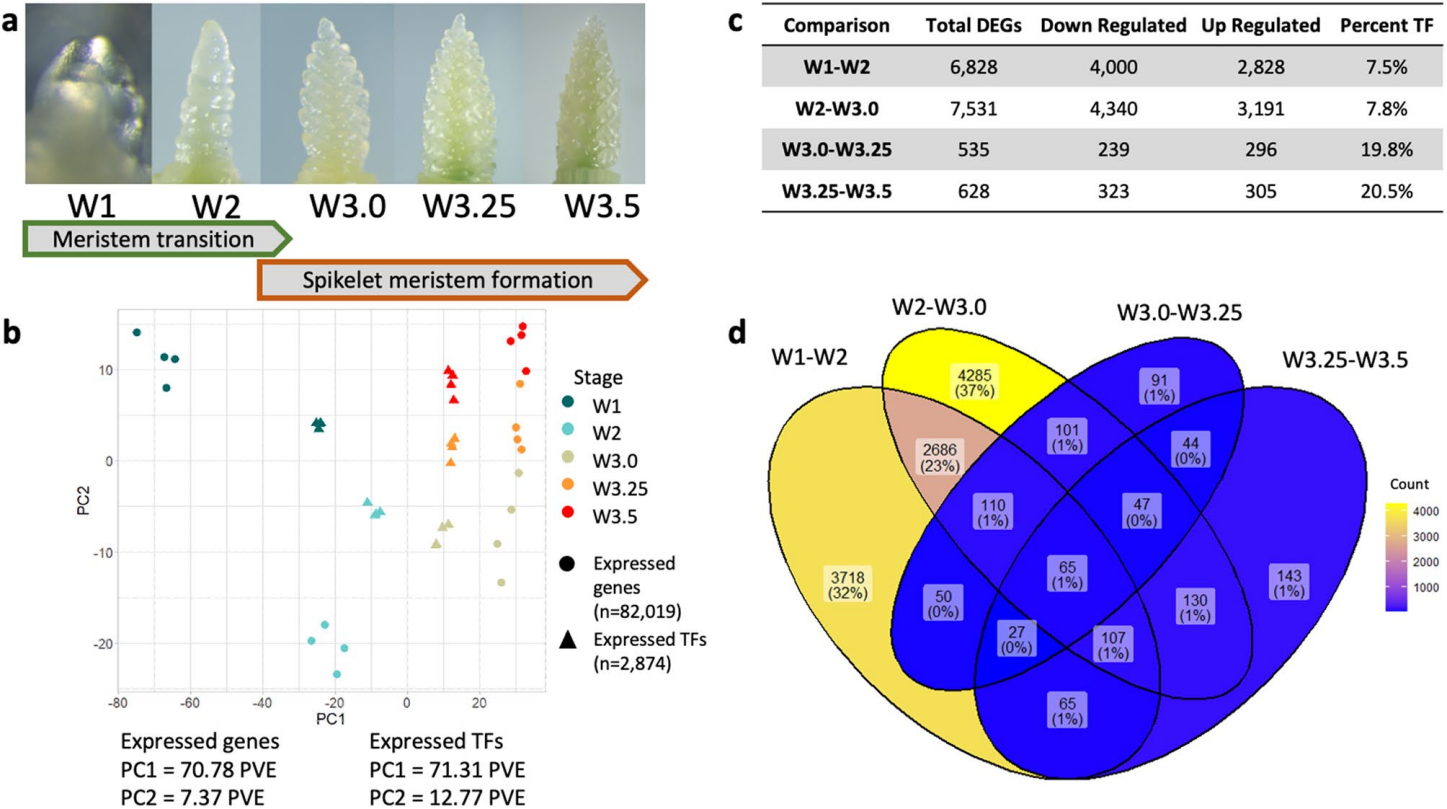
The early wheat inflorescence development transcriptome. (**a**) Sampling stages of Kronos apical meristems according to the Waddington development scale^3^; W1—vegetative meristem, W2—double ridge, W3.0—glume primordium, W3.25—lemma primordium, W3.5—terminal spikelet. (**b**) Whole transcriptome and transcription factor expression principal component analysis of samples, PC1 plotted on the x-axis and PC2 plotted on the y-axis. *PVE*-percent variance explained. (**c**) Differentially expressed genes (DEGs) in sequential pairwise comparisons (W1–W2, W2–W3.0, W3.0–W3.25, W3.25–W3.5). The total number of genes, the number up- and down-regulated and the proportion encoding transcription factors (TF) are described. (**d**) Venn diagram of DEGs in each consecutive pairwise comparison from (**c**). Each category is shaded according to the number of sequential DEGs shared among the 4 comparisons.

Comparison of the tetraploid ‘Kronos’ inflorescence development transcriptome with 2 whole-plant hexaploid wheat development transcriptome datasets^27,28^ revealed 3682 genes with spike-dominant expression profiles (τ > 0.9, where 0 means constitutive expression and 1indicates tissue-specific expression) (Supplementary Data 3). These genes were most strongly enriched for gene ontology (GO) terms relating to histone assembly and chromosome organization (Supplementary Data 4), but also included 286 genes (7.8%) encoding TFs, including both *LEAFY* homoeologs, 15 GROWTH REGULATING FACTOR (GRF) TFs (of 20 expressed during the time course), 7 SHI RELATED SEQUENCE (SRS) TFs (out of 10), 20 TCP TFs (out of 49) and 10 WOX TFs (out of 28, Supplementary Data 3). Despite their known roles in regulating inflorescence development, only 2 out of 130 MIKC-MADS box and 6 out of 41 SPL TFs exhibited spike-dominant expression profiles, suggesting they play more diverse roles across plant development. There were 86 spike-specific genes with 0 expression in all other stages of development (τ = 1), including putative bHLH and MYB TFs and TE-related orthologs of DAYSLEEPER family genes (Supplementary Data 3). It is interesting to note that 31.7% of spike-dominant and 75.6% of spike-specific genes were annotated as low-confidence gene models, indicating they may represent less-studied genes (Supplementary Data 3).

Principal component analysis (PCA) using the whole transcriptome grouped the 4 biological replicates of each growth stage closely together and revealed that the transition from the vegetative meristem to double ridge formation is associated with a major transcriptional shift (Fig. 1B). These changes are described by PC1, which accounted for 71.8 percent variation explained (PVE). 

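The PCA was computed on log2 CPM of all expressed gene models, with a prior count of 2, centred and not scaled. PC1 explained 51.4% of the variance. Its score averaged -174.9 ± 10.8 (SD, n = 4) at W1, -56.4 ± 12.1 (SD, n = 4) at W2 and 75.2 ± 7.22 (SD, n = 4) at W3.0. The W3.25 and W3.5 libraries averaged 79.0 ± 2.04 and 77.0 ± 6.04 (SD, n = 4 each). The mean moved by 118 from W1 to W2 and by 132 from W2 to W3.0, several times the spread between replicates, whereas the steps of 3.84 from W3.0 to W3.25 and -2.03 from W3.25 to W3.5 did not exceed it. Across genes, Pearson's r between libraries ranged from 0.987 to 0.992 over 30 pairs within a stage and from 0.9505 to 0.991 over 160 pairs between stages, with genes not being independent replicates. Under the other transformations and filters PC1 explained from 26.8%, on raw counts scaled to unit variance, to 66.7%, on raw counts not scaled.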

The transition from W1 to W2 was associated with 6828 DEGs, 58.6% of which were downregulated (Fig. 1C, Supplementary Data 5) and most significantly enriched for GO terms relating to “cell wall organization” (GO:0071554), including at least 16 genes predicted to encode cellulose synthase enzymes, and lignin and hemicellulose metabolic processes (Supplementary Data 6). 

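From W1 to W2, 11057 gene models were DEGs, of which 4010 rose and 7047 fell (63.7% down, 95% Wilson interval 62.8% to 64.6%). Their median absolute log2 fold change was 0.54. In total, the quasi-likelihood test of edgeR called 11449 gene models and DESeq2 called 11788. The 11057 DEGs are those called by both, and no gene was called in opposite directions. With a change of at least 2-fold required as well, 3154 DEGs remained. Of the DEGs, 10212 had W1 and W2 libraries that did not overlap, and 10068 of these had at least 10 counts in every library of the higher stage. Among these 10068, the largest fitted fall was in TraesCS4B02G384000, on chromosome 4B from 663520686 to 663522249. It had 332 counts over the 4 W1 libraries and 0 over the 4 W2 libraries, at least 105-fold lower at W2 against a floor of 3 counts over the stage (adjusted p = 1.47e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fitted rise was in TraesCS3A02G173600LC, a low-confidence model of 198 bp on chromosome 3A from 124176584 to 124176781. Its 0 counts at W1 and 85 at W2 amount to an expression at least 29.8-fold higher at W2 against the same floor (adjusted p = 2.78e-08, edgeR).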

Surprisingly, the 2828 (41.4%) DEGs upregulated between W1 and W2 were most significantly enriched for GO terms relating to photosynthesis (GO:0015979) despite the transition from leaf to floral meristem development (Supplementary Data 5). For example, genes encoding Photosystem I reaction center subunit IV (*TraesCS5B02G496000*, *TraesCS5A02G482800*) were upregulated sharply at stage W2.

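TraesCS5B02G496000 lies on chromosome 5B from 663174273 to 663175299 and its homoeolog TraesCS5A02G482800 on 5A from 654123665 to 654124792. TraesCS5B02G496000 rose from 23.7 ± 6.51 TPM at W1 to 59.4 ± 4.76 TPM at W2 (SD, n = 4 each), on 210 to 351 counts per library at W1 and 524 to 702 at W2. Its log2 fold change was 1.219 (SE 0.115, adjusted p = 6.34e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TraesCS5A02G482800 rose from 13.5 ± 3.13 to 53.6 ± 5.27 TPM (SD, n = 4 each), a log2 fold change of 1.88 (SE 0.115, adjusted p = 2.08e-12, edgeR). For both genes every W2 library lay above every W1 library. With each library left out in turn, the log2 fold change of TraesCS5B02G496000 stayed between 1.102 and 1.399. Both were lower again at W3.0, by a log2 fold change of -0.44 for the B copy (adjusted p = 0.00303, edgeR) and -0.37 for the A copy (adjusted p = 0.00733, edgeR), although the W2 and W3.0 libraries of the A copy overlapped.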

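Between W2 and W3.0, 9285 gene models were DEGs, 3695 higher and 5590 lower at W3.0 (60.2% down, 95% Wilson interval 59.2% to 61.2%). Of these, 4376 were also DEGs between W1 and W2, with 3935 changing in the same direction in both comparisons and 441 in opposite directions. The median absolute log2 fold change was 0.79.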

The transition from W2 to W3.0 was associated with 7,531 DEGs (57.6% downregulated, Supplementary Data 5, 6). The 3,191 DEGs upregulated between these timepoints were most significantly enriched for “meristem maintenance” (GO:0010073) and “flower development” (GO:0009908) GO terms, including two genes encoding helicase-related family proteins (*TraesCS3A02G212600*, *TraesCS3B02G242700*) (Supplementary Data 6), suggesting that multiple genes triggering floral meristem formation are first activated at this stage.

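TraesCS3A02G212600 spans 14155 bp of chromosome 3A from 383083614 to 383097768, and TraesCS3B02G242700 spans 14282 bp of 3B from 382695910 to 382710191. The A copy had 4.59 ± 0.134 TPM at W2 and 5.54 ± 0.118 TPM at W3.0 (SD, n = 4 each), a log2 fold change of 0.20 (SE 0.071, adjusted p = 0.0354, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The B copy had 3.08 ± 0.0714 and 3.89 ± 0.114 TPM (SD, n = 4 each), a log2 fold change of 0.27 (SE 0.090, adjusted p = 0.0263, edgeR). All 4 W3.0 libraries lay above all 4 W2 libraries for both genes, yet neither was a DEG at the threshold of 0.01. When only the W2 and W3.0 libraries were fitted, both were called. Without W1 replicate 1, a library outside this comparison, edgeR's adjusted p was 0.00608 for the A copy and 0.000514 for the B copy, and the largest with another library left out were 0.088 and 0.0679. Whether DESeq2, which a call also needs, passed them with a library left out was not recorded.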

By contrast, the second transcriptomic shift from W3.0 to terminal spikelet formation was associated with 12.3-fold fewer DEGs than during the transition from the vegetative meristem to stage W3.0 (Fig. 1C). These changes were distributed across PC2, which accounts for just 7.4 PVE (Fig. 1B). 

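The comparisons W1 to W2 and W2 to W3.0 together gave 27.6 times as many DEGs as W3.0 to W3.25 and W3.25 to W3.5 together. With only the 2 compared stages in each fit the ratio was 13.8. Leaving out W1 replicate 1 gave 18.2, and leaving out W3.25 replicate 3 or replicate 4 gave 43.0 or 43.6. The direct comparison of W3.0 with W3.5 gave 3031 DEGs and that of W1 with W3.0 gave 21247. From its analyses together, the paper concludes that the shift at terminal spikelet formation involves comparatively less variation in transcription than the stages before W3.25. For the fewer developmental changes between W3.25 and W3.5, it proposes that basal and apical spikelets being at similar stages accounts for part.

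**Figure D1:**
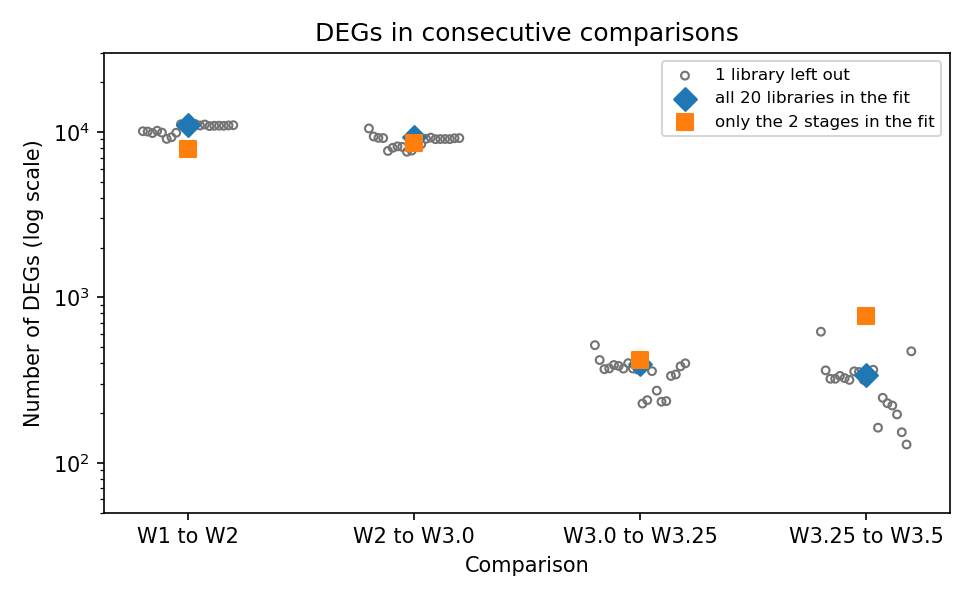
Number of DEGs (log axis) in each consecutive comparison of stages. Blue diamonds show all 20 libraries in 1 fit, orange squares only the 2 compared stages, and grey circles the counts with 1 library left out. Both earlier comparisons stay at 7589 DEGs or more in every fit shown, and both later ones at 773 or fewer.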

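PC2 explained 7.10% of the variance, with mean scores of 32.3 ± 9.53 (SD, n = 4) at W1, -60.8 ± 6.21 at W2, -22.5 ± 13.1 at W3.0, 13.0 ± 8.698 at W3.25 and 38.0 ± 5.72 at W3.5 (SD, n = 4 each). The steps along PC2 were 38.3 from W2 to W3.0, 35.5 from W3.0 to W3.25 and 25.0 from W3.25 to W3.5, each larger than the spread between replicates. The longest step was that from W1 to W2, at -93.1. Under the other transformations and filters PC2 explained from 7.06%, for the filtered genes, to 17.1%, on raw counts not scaled, with 15.6% on scaled raw counts.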

Just 535 DEGs were found between W3.0 and W3.25 (55.3% upregulated) and 628 DEGs between W3.25 and W3.5 (48.6% upregulated) (Supplementary Data 5). 

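Between W3.0 and W3.25, 397 gene models were DEGs, 229 of them higher at W3.25 (57.7% up). Between W3.25 and W3.5, 339 were DEGs, 139 higher (41.0% up) and 200 lower at W3.5 (59.0% down, 95% Wilson interval 53.7% to 64.1%). Among the DEGs with at least a 2-fold change, the direction turned, with 33.0% down from W3.25 to W3.5. Single libraries moved both counts. Without W1 replicate 1, 514 DEGs were found from W3.0 to W3.25 and 620 from W3.25 to W3.5. The lowest counts were 228 from W3.0 to W3.25 without W3.0 replicate 3, and 129 from W3.25 to W3.5 without W3.5 replicate 3. The largest fitted rise from W3.25 to W3.5, among the 333 DEGs whose libraries did not overlap and that had at least 10 counts in every library of the higher stage, was in the low-confidence model TraesCS2A02G616300LC on chromosome 2A from 705534467 to 705535374. It had 4 counts over the W3.25 libraries and 100 over the W3.5 libraries, a ratio of 24.7 with a 95% counting interval of 9.36 to 92.5 (adjusted p = 6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4 counts, 3 were in W3.25 replicate 3. Without it the fitted log2 fold change was 5.68 instead of 4.46, and the lowest was 4.07, without W3.25 replicate 1, with adjusted p-values of at most 0.0041 in edgeR over the libraries left out. The largest fall was in TraesCS4B02G038800 on chromosome 4B from 27835189 to 27837853, with 122 counts at W3.25 and 19 at W3.5 (log2 fold change -2.68, SE 0.548, adjusted p = 0.00733, edgeR). This fall no longer passed the threshold when any of W3.25 replicates 2, 3 and 4 or W3.5 replicates 1, 2 and 3 was left out, with adjusted p-values from 0.0134 to 0.0483 in edgeR.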

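The PISTILLATA-like genes TraesCS1A02G264300 (PI-A1) and TraesCS1B02G275000 lie on chromosome 1A from 459946840 to 459948904 and on 1B from 482450864 to 482455256. PI-A1 rose from 6.77 ± 0.413 TPM at W3.0 to 13.8 ± 1.95 at W3.25 and 33.2 ± 4.34 at W3.5 (SD, n = 4 each). Its log2 fold change was 1.006 for the earlier step (SE 0.108, adjusted p = 2.19e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.21 for the later (SE 0.095, adjusted p = 2.14e-08, edgeR). Transcript levels of the 1B copy were 2.24 ± 0.193, 3.78 ± 0.439 and 7.89 ± 0.814 TPM at these stages (SD, n = 4 each). It rose by 0.73 (SE 0.111, adjusted p = 0.000244) and 1.00 (SE 0.099, adjusted p = 9.27e-07) on the log2 scale by the same edgeR test. The span of the 1B copy overlaps 2 other gene models, and reads shared with these were not counted. At both steps the libraries of the 2 stages did not overlap for either gene.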

Genes upregulated across these 3 timepoints were most significantly enriched for “floral organ identity” (GO:0048437) and included PISTILLA-like MADS-box genes (*TraesCS1A02G264300*, *TraesCS1B02G275000*) (Supplementary Data 6). There are fewer developmental changes between W3.25 and W3.5, relative to changes between W1 and W3.0, which may be due in part to basal and apical spikelets being at similar developmental stages between the latter timepoints^29^.

Of the 11,669 DEGs in at least 1 of the 4 consecutive pairwise comparisons, 899 (7.7%) encoded a TF, representing a 2.2-fold enrichment (hypergeometric *P* = 2.22e−62). This enrichment was strongest after DR through terminal spikelet formation (5.2-fold enrichment, *P* = 8.73e−73) where TFs accounted for 19.8% and 20.5% of all DEGs in pairwise comparisons (Fig. 1C). 

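The union of the 4 consecutive comparisons held 16111 DEGs. Of these, 11446 were called in exactly 1 comparison, 4403 in 2, 222 in 3 and 40 in all 4. Annotation as a TF was not analysed here.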

A PCA using only TF expression resulted in the same spatial arrangement of biological samples as in the whole-transcriptome PCA but with improved resolution between stages (Fig. 1B), and explained a greater proportion of variation for PC2 than when including the whole transcriptome (Fig. S1).

Taken together, these analyses show that less than half of the wheat transcriptome but nearly three-quarters of TFs are expressed during inflorescence development, including a set of genes which are spatially and temporally restricted to early inflorescence tissues. The transcriptomic shift that occurs during terminal spikelet formation is associated with comparatively less transcriptional variation relative to stages preceding W3.25 and the strong enrichment in TFs suggests they play critical roles during this stage.

### Co-expression networks reveal predominant transcriptome profiles during inflorescence development

Co-expression networks were assembled to identify highly correlated modules of genes that define the major transcriptional profiles during early inflorescence development. 

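Across all 10 pairwise comparisons, 29068 gene models were DEGs in at least 1. Change over the 5 stages was called for 30523 gene models by edgeR's quasi-likelihood F test, which was used here in place of ImpulseDE2. Both criteria were met by 28697 gene models.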

To prioritize genes more likely to regulate inflorescence development, all networks were assembled using a set of 22,566 genes that were differentially expressed in at least one of the 10 possible pairwise combinations between timepoints (Fig. 1D) and that were also defined as significantly differentially expressed using Impulse DE2, a package used to analyze longitudinal transcriptomic datasets (Supplementary Data 5).

A consensus network constructed with repeated subsampling and randomized parameters with WGCNA (see “Materials and methods” section) assembled these genes into 21 modules with a mean connectivity score of 0.485 (Fig. 2A, Supplementary Data 7). A standard WGCNA network was also constructed using ‘best practices’ parameters but with no repeated subsampling and randomization and had a connectivity score of 0.327 which skewed to zero (Fig. 2A). In both networks, the majority of genes clustered into modules 1 and 2, which contained many of the same genes (Jaccard index > 0.86, Fig. S2). However, other modules exhibited dissimilar expression profiles between networks (Jaccard index < 0.5), indicating the consensus network clustered genes into a greater number of modules with distinct expression profiles not captured in the standard network. Based on the improved correlation of co-clustered genes within modules and the detection of distinct regulatory profiles, the consensus network was used in all subsequent analyses.

**Figure 2:**
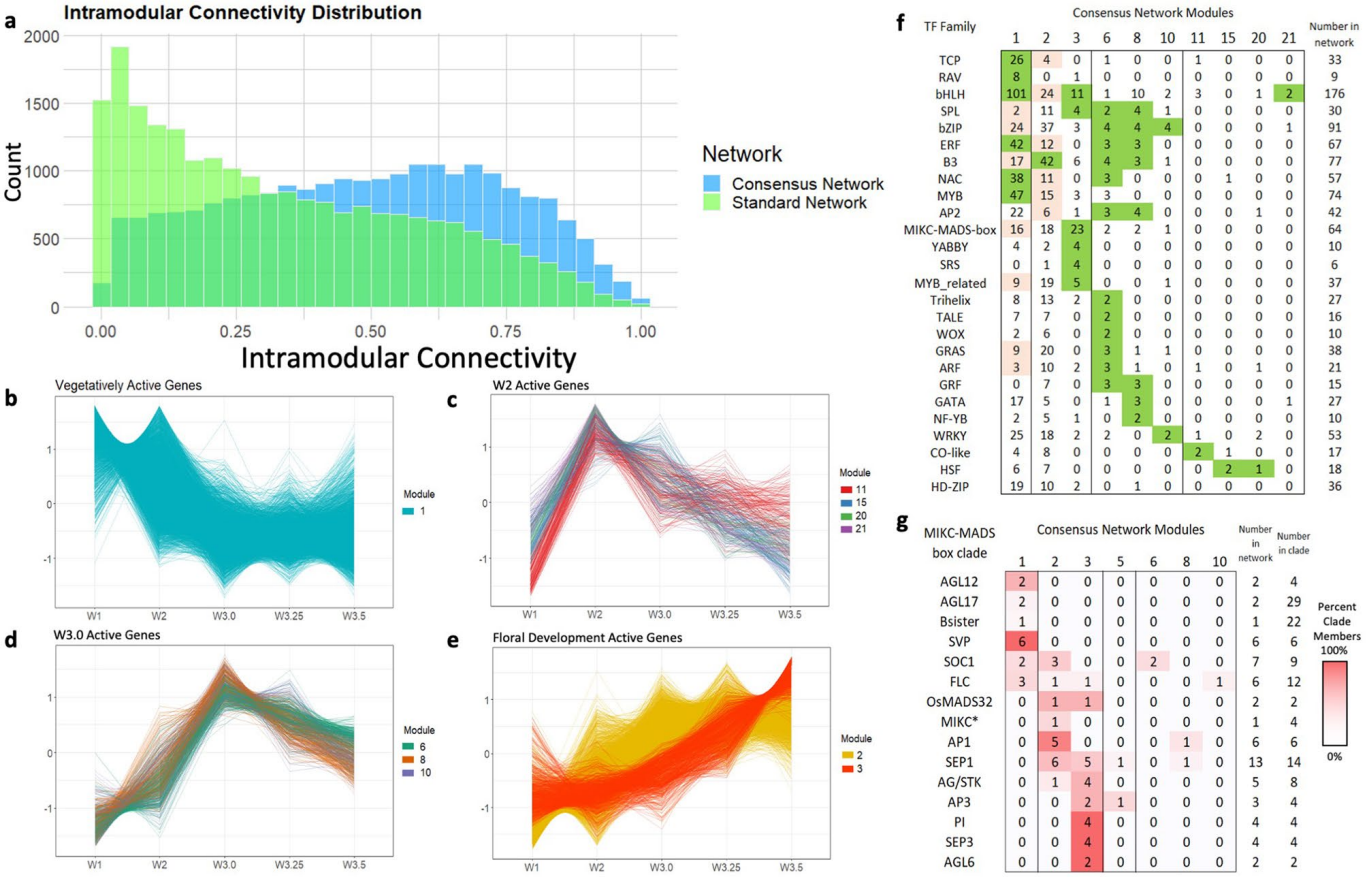
Co-expression networks showing the dominant transcriptional profiles during wheat inflorescence development. (**a**) Histogram of intramodular connectivity scores for 22,566 genes clustered in consensus (blue) or standard (green) network. (**b–e**) Expression profiles during inflorescence development of discussed modules in the consensus network. Lines represent scaled time course expression of each gene in the module. Modules with similar expression profiles are grouped together for comparison. (**f**) Number of TF family members clustered in each discussed consensus module. Modules enriched (green) or depleted (pink) for TF families are highlighted (*P* < 0.01). (**g**) Number of MIKC-MADS box clade members clustered in each consensus modules. Co-expressed MIKC-MADS box groups are shaded relative to the total number of genes in the clade.

### Inflorescence meristem development is associated with the down-regulation of RAV and TCP transcription factors

Module 1 was the largest in the network and grouped 10,102 genes defined by high transcript levels in the vegetative meristem and early meristem transition followed by down-regulation after DR and as the spike develops (Fig. 2B). 

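The co-expression modules were not rebuilt here. Instead, the gene models that were DEGs in at least 1 pairwise comparison and changed over the 5 stages were sorted by their stage means of log2 CPM. For 14550 of them (50.7%) the W1 mean was above each of the W3.0, W3.25 and W3.5 means, and 6792 of these were already DEGs with lower expression at W2. The W1 mean was the highest of the 5 for 13342. Taking only DEGs of the 4 consecutive comparisons, 9437 had a W1 mean above those of W3.0 to W3.5.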

Several TF families were enriched in this module, including 101 basic Helix-Loop-Helix (bHLH) TFs, 47 MYB TFs and 8 of the 9 differentially expressed RELATED TO ABI3 AND VP1 (RAV) TFs included in the network (Fig. 2F). Twenty-six of the 33 total TCP TFs clustered in this module, 9 of which were also spike-dominant expressed (Fig. 2F). 

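Among the network nodes in the part of Supplementary Data 10 used here, 5 are labelled TCP: TraesCS6A02G306500, TraesCS6B02G334900, TraesCS6B02G462100, TraesCS2B02G392900 and TraesCS7A02G244300LC. All 5 had lower transcript levels at W3.0 than at W1, with log2 fold changes from -3.00 in TraesCS6A02G306500 to -0.86 in TraesCS6B02G462100. The adjusted p-values ranged from 1.15e-18 to 8.69e-12 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 libraries of the 2 stages were separate for each gene. TraesCS6A02G306500 went from 83.8 ± 8.22 TPM at W1 to 43.0 ± 4.69 at W2 and 11.8 ± 1.94 at W3.0 (SD, n = 4 each). From W3.0 to W3.5, TraesCS2B02G392900 rose again by a log2 fold change of 1.15 (adjusted p = 1.41e-06, edgeR) and TraesCS6A02G306500 by 0.63 (adjusted p = 0.000183, edgeR).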

Although at the whole family level MIKC-MADS TFs are significantly under-represented in module 1 (Fig. 2F, hypergeometric *P* = 8.6e−4), all 6 SVP genes (A and B homoeologs of *SVP1*, *VRT2* and *SVP3*) cluster in this module, consistent with their specific role regulating early stages of inflorescence development. In addition, both AGL12 subclade genes, and 3 of the 6 FLC subclade genes clustered in this module (Fig. 2G).

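Among the SVP genes, SVP-B2 (TraesCS7B02G080300, chromosome 7B from 90189439 to 90195307) is a node of the readable part of the network. Its transcript levels were 39.4 ± 1.16 TPM at W1 and 38.8 ± 3.96 at W2, then 19.8 ± 2.45 at W3.0, 13.5 ± 0.868 at W3.25 and 8.31 ± 0.916 at W3.5 (SD, n = 4 each). The change from W1 to W2 was within the replicate error (log2 fold change -0.13, SE 0.080, adjusted p = 0.199, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That from W2 to W3.0 was -1.04 (SE 0.082, adjusted p = 1.83e-10, edgeR), and SVP-B2 fell further in both later comparisons, by -0.57 (adjusted p = 0.000209, edgeR) and -0.76 (adjusted p = 1.23e-05, edgeR).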

### A small number of genes are transiently expressed during double ridge formation

Genes which showed a peak at the double ridge stage (W2) followed by a decline in later stages were clustered in modules 11 (131 genes), 15 (104 genes), 20 (44 genes) and 21 (42 genes). These clusters share broadly similar expression profiles (Fig. 2C) and were enriched for genes with spike-dominant expression profiles (between 2.1 and 3.0-fold enrichment). 

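Among the 28697 gene models that were DEGs in at least 1 pairwise comparison and changed over the 5 stages, 2160 had their highest stage mean at W2. Of these, 725 were DEGs with higher expression at W2 than at W1, 920 were DEGs with lower expression at W3.0 than at W2, and 205 were both.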

Genes in modules 15 and 20 were significantly enriched for development functional terms including “shoot system development” and “carpel development” (Supplementary Data 8) including 3 *TERMINAL FLOWER1-like* genes *CENTRORADIALIS2* (*CEN2*), *CEN4*, and *CEN-5A* (Supplementary Data 7). All 3 modules were enriched for the functional term “response to auxin” and included several auxin-responsive factors (ARF), indole-3 acetic acid (IAA), and SAUR-like protein family members, indicating that auxin signaling may promote double ridge formation.

### Inflorescence transition and spike architecture genes are upregulated at W3.0

Modules 6 (267 genes), 8 (211 genes), and 10 (144 genes) share broadly similar profiles defined by maximum expression at stage W3.0 and subsequent downregulation (Fig. 2D). Each of these modules was significantly enriched (between 2.3 and 5.3-fold) for spike-dominant genes, indicating they likely play highly specific roles restricted to developing meristems and inflorescence initiation. 

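The highest stage mean fell at W3.0 for 3477 of the 28697 gene models that met both criteria. A rise from W2 to W3.0 was called for 1454 of them and a fall from W3.0 to W3.25 for 75, with 55 showing both.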

Module 6 included 18 genes previously associated with variation in spikelet number and 5 orthologs of rice genes with roles in panicle development, including the ERF TF *WHEAT FRIZZY PANICLE* (*WFZP*) and *KAN2,* a MYB TF which functions in establishing lateral organ polarity in *Arabidopsis*^30,31^.

### Inflorescence and spikelet meristem formation is associated with sequential activation of different classes of TFs

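In 12810 of the 28697 gene models that were DEGs in a pairwise comparison and changed over the 5 stages (44.6%), the W1 mean lay below each of the W3.0, W3.25 and W3.5 means. Of these, 3771 were already DEGs with higher expression at W2. A further 1337 gene models belonged neither to this profile nor to its inverse. W3.5 was the stage of highest mean expression for 6668 gene models, of which 85 were DEGs with a rise from W3.25. For 3050 it was W3.25, and of these 23 were DEGs with a rise from W3.0, 27 with a fall to W3.5 and 3 with both.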

The 8971 genes in module 2 were defined by the inverse transcriptional profile to module 1, with low expression in the vegetative meristem followed by sustained upregulation from the double ridge stage onwards (Fig. 2E). Transcription factors were under-represented in this module, and only the B3 family (42 of 77 B3 TFs assembled in the co-expression network) was significantly enriched (Fig. 2F). There were 18 MIKC-MADS box TFs which were upregulated early in the transition to the inflorescence meristem including all genes in the AP1/SQUA subclade (with the exception of *VRN-A1*) and 6 of the 13 genes in the SEP1 subclade (Fig. 2G). 

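AP1-A3 (TraesCS2A02G261200) lies on chromosome 2A from 411943192 to 411950517. It rose from 0.375 ± 0.118 TPM at W1 (18 to 37 counts per library) to 6.88 ± 1.26 at W2, 23.4 ± 1.31 at W3.0 and 31.0 ± 0.569 at W3.5 (SD, n = 4 each). The log2 fold change was 4.10 from W1 to W2 (SE 0.143, adjusted p = 5.72e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.696 from W2 to W3.0 (SE 0.089, adjusted p = 1.5e-13, edgeR). A MADS-box gene that the network names MADS32-A1 (TraesCS3A02G284400, chromosome 3A from 513428784 to 513430811) had 18.1 ± 2.29 TPM at W1, 32.0 ± 7.53 at W2 and 115 ± 17.7 at W3.0 (SD, n = 4 each). Its rise was 0.70 from W1 to W2 (SE 0.134, adjusted p = 0.000186, edgeR) and 1.78 from W2 to W3.0 (SE 0.124, adjusted p = 1.82e-11, edgeR).

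**Figure D2:**
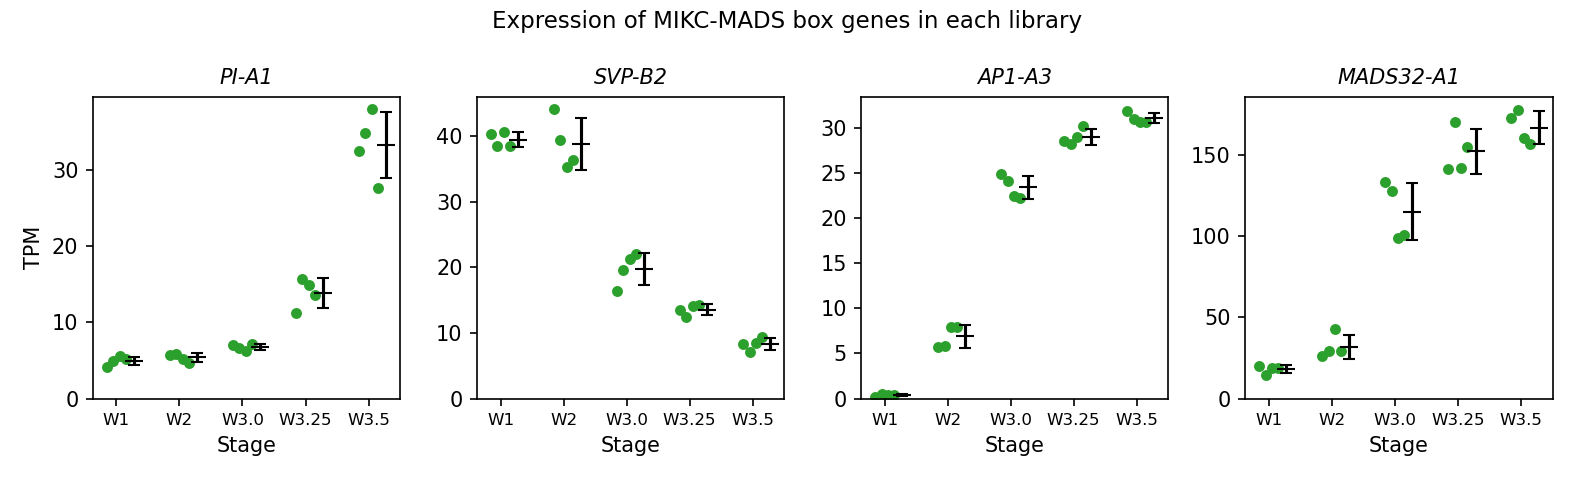
Transcript levels in TPM of PI-A1, SVP-B2, AP1-A3 and MADS32-A1 at the 5 stages. Points are the 4 libraries of a stage, and lines with bars give the mean and SD. SVP-B2 falls from 39.4 to 8.31 TPM, whereas the other 3 genes rise, PI-A1 mostly after W3.0.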

Several genes with characterized roles in inflorescence development clustered in this module, including the durum wheat orthologs of *FLOWERING LOCUS T2* (*FT-A2*), *Q*, and *RAMOSA2* (*RA-B2*) (Supplementary Data 7)^32,33^.

The 708 genes clustered in module 3 exhibited a similar transcriptional profile to module 2, with a delayed upregulation and stronger peak at the terminal spikelet stage (Fig. 2E). These genes are significantly enriched for developmental functional terms including “specification of floral organ identity”, suggesting they include floral patterning and developmental genes that regulate spikelet meristem formation (Supplementary Data 8). This module was significantly enriched for both spike-dominant expressed genes (106 genes, *P* < 0.001) and for TFs (86 genes, 12.1%,* P* < 0.001), consistent with pairwise DE analysis between stages W3.0 and W3.5 (Fig. 1C). These included 4 members of the SRS TF family, 4 YABBY TFs, and the class Ι HD-ZIP TFs *Grain Number Increase 1* (*GNI1*) and *HOX2* (Supplementary Data 7). 

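From W3.0 to W3.5, 1383 DEGs had higher expression at W3.5, and 340 of these had also risen from W1 to W3.0. MADS32-B1 (TraesCS3B02G318300, chromosome 3B from 513254002 to 513256449) is 1 of these 340. Its transcript levels were 4.89 ± 0.874 TPM at W1, 6.31 ± 1.64 at W2, 19.9 ± 4.49 at W3.0, 31.9 ± 2.26 at W3.25 and 42.0 ± 1.64 at W3.5 (SD, n = 4 each). The log2 fold change from W3.0 to W3.5 was 0.99 (SE 0.122, adjusted p = 2.28e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).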

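TraesCS2A02G386200, the only node labelled YABBY in the readable part of the network, lies on chromosome 2A from 631967177 to 631969484. It had 23.6 ± 0.749 TPM at W1, 29.5 ± 3.14 at W2, 41.9 ± 3.51 at W3.0, 61.0 ± 4.49 at W3.25 and 75.5 ± 4.76 at W3.5 (SD, n = 4 each). Its log2 fold change from W3.0 to W3.5 was 0.77 (SE 0.073, adjusted p = 3.27e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of the 2 stages did not overlap.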

Transcript levels of *GNI-A1* and *HOX-A2* are highest at the terminal spikelet stage, consistent with their expression profiles in barley and hexaploid wheat inflorescences reported previously^34,35^. All members of the MIKC-MADS subclades PI, AGL6 and SEP3 were clustered in module 3, as well as 2 of the 3 AP3 subclade genes, 4 of the 5 AG/STK subclade genes and 5 SEP1 subclade genes (Fig. 2G).

### Gene regulatory networks predict high-confidence interactions between transcription factors

To identify the most robust co-expression patterns, the consensus adjacency matrix used for previous co-expression analyses was filtered for genes which co-clustered with at least 1 gene every time they were co-sampled in 1000 networks assembled with variable, randomized parameters. The 18,174 genes that met this criterion were assembled into a conensus100 network consisting of 924 modules with a median size of 3 (Supplementary Data 7).

Module 9 of this network comprised 167 genes (including 32 TFs) which were most highly expressed at the terminal spike stage (Fig. S3) and significantly enriched for the GO terms “specification of floral organ identity” and “flower development” (Supplementary Data 9), suggesting it may represent a core regulatory network for wheat spikelet and/or floret development. The genes with the highest connectivity (Kw, a measure of each gene’s intramodular co-expression) in this module are *SEP1-A2* and *SEP1-B2*, which may be related with the intermediate position of the *SEP* genes between the meristem identity SQUAMOSA MADS-BOX genes and the anther and carpel development MADS-box genes. This module also groups *WAPO-A1,* that influences spikelet number and stamen identity^36^ and a gene encoding an F-box protein that is a component of an SCF ubiquitin ligase that may be targeted by *TB1*^37^ (Supplementary Data 7).

To predict interactions between TFs during inflorescence development, a de novo Causal Structure Inference (CSI) network was constructed using all 970 TFs from the consensus100 network. This gene regulatory network consisted of 704 genes (nodes) with 5604 predicted interactions (edges) with interaction strength (edge weight) > 0.001 (Supplementary Data 10). To prioritize the most important regulatory candidate genes, the network was screened for interactions with an edge weight ≥ 0.03, leaving 88 genes with 177 interactions. The majority of these genes were from consensus modules 1 (37 genes, 42.0%) and 3 (36 genes, 40.9%), with 27 of the latter genes clustered in consensus 100 module 9 (Fig. 3).

**Figure 3:**
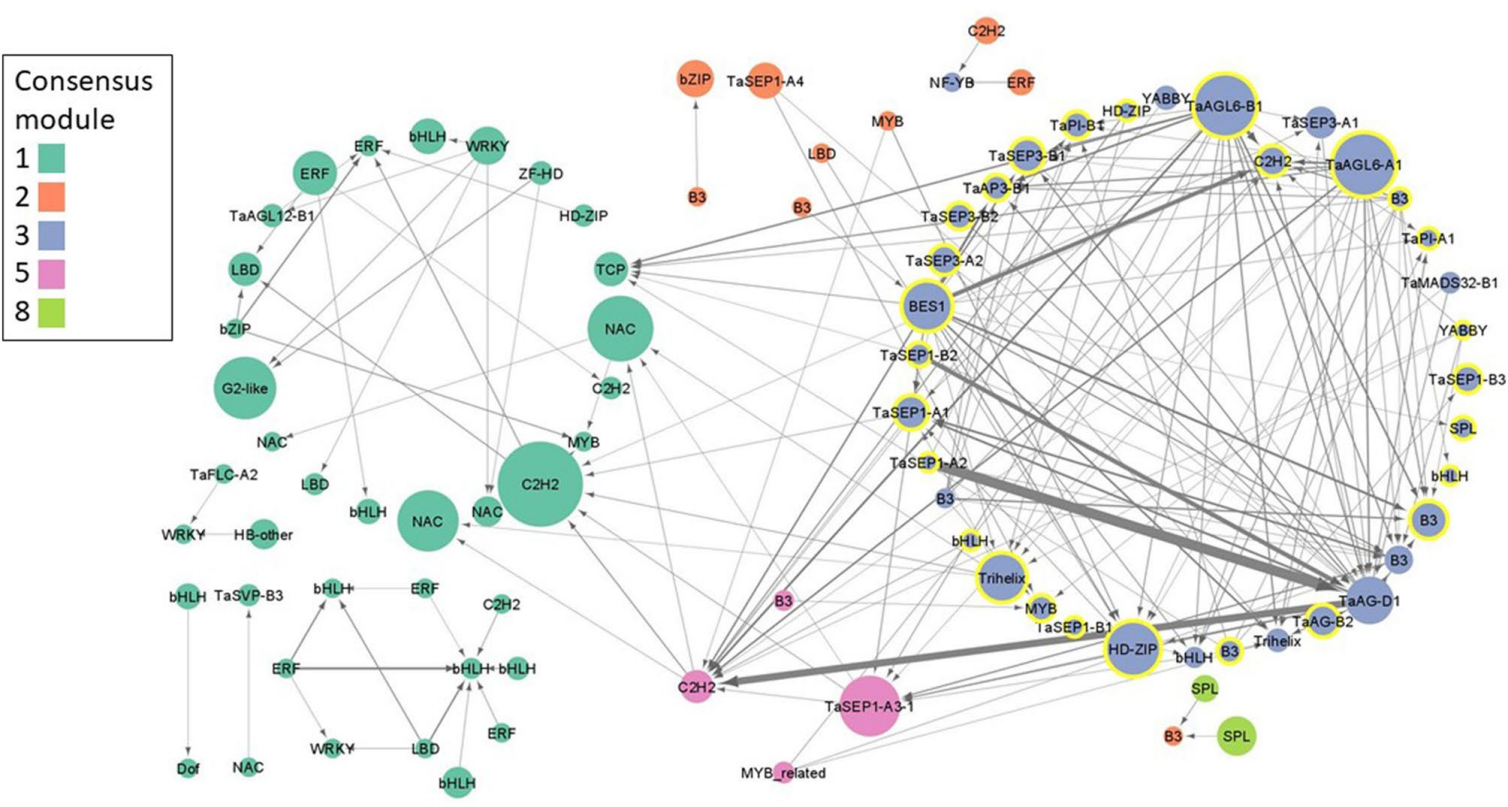
Causal structural inference prediction of interacting transcription factors, filtered for edge weight ≥ 0.03. Nodes (genes) are colored by their consensus network modules, and consensus100 module 9 genes are highlighted with a yellow border. Node diameter is scaled to betweenness centrality to indicate its importance within the network. Directional interactions are indicated by arrows and width is scaled to predicted interaction strength.

Most predicted interactions were between genes in the same consensus module, with the majority occurring within module 3 and involving MIKC-MADS box TFs, suggesting a closely coordinated network during spikelet meristem and terminal spikelet formation (Fig. 3). Among the genes with the highest betweenness centrality, a measure of each gene’s importance in the overall network, were *AGL6-A1* and *AGL6-B1* which were predicted to interact with 31 other TFs in the network, including 13 MIKC-MADS genes such as *PI-1*, *SEP3-1*, *AP3-1*, *SEP1-1* and *AG1* (Fig. 3). Interaction strengths implicated a role for *AG-D1* as a regulatory hub with strong incoming interactions from other MIKC-MADS-box genes from the SEP1, SEP3, AG, PI, and AP3 subclades, as well as outgoing interactions with genes such as the LOFSEP MIKC-MADS box TF *SEP1-1* (Fig. 3). The BES1 TF *BES1/BZR1 HOMOLOG 2-like* had high betweenness centrality and was predicted to have outgoing interactions with MIKC-MADS and Trihelix TFs, as well as the class Ι HD-ZIP TFs *GNI-A1* and *HOX-A2* (Fig. 3).

Cross-module interactions included 16 outgoing edges from module 3 to module 1, including 6 outgoing interactions to a PCF-type TCP TF (Fig. 3). Although only 4 TFs from module 5 were assembled in the network, they included *SEP1-A3* and a C2H2 TF with 10 incoming interactions from module 3 including *AGL6-B1, BES1/BZR1 HOMOLOG 2-like* and *AG-D1* (Fig. 3).

### Integrating transcriptomics to prioritize candidate genes underlying natural variation

The consensus network includes 4637 high confidence homoeologous gene pairs, the majority of which (3636, 78.4%) clustered either in the same module, or in modules with highly similar expression profiles (Supplementary Data 7). We hypothesized that homoeologous genes clustering in different modules may have divergent expression profiles resulting from natural variation in 1 homoeolog. Of these 1001 divergently expressed gene pairs, 221 encoded TFs, including *VRN1* (where ‘Kronos’ carries a dominant *VRN-A1* spring allele with an intron 1 deletion that results in its expression at an earlier stage of inflorescence development compared to the wild-type *VRN-B1* allele), *RHT1* (where the *Rht-B1b* semi-dwarfing allele is more highly expressed in the vegetative meristem than *RHT-A1*), and *TEOSINTE BRANCHED 1* (*TB1,* where *TB-B1* expression is maintained at higher levels than *TB-A1* during terminal spikelet formation, Fig. 4A).

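The balance of each pair of homoeologs was measured as the log2 ratio of the A to the B count within a library, with a pseudocount of 0.5. Whether it changed with stage was tested by permuting the stage labels of the 20 libraries 100000 times, with Benjamini-Hochberg adjustment over the 6 pairs of Fig. 4. For VRN1, with VRN-A1 (TraesCS5A02G391700, 5A from 587411454 to 587423416) and VRN-B1 (TraesCS5B02G396600, 5B from 573802883 to 573816070), the ratio was 2.71 ± 0.219 at W1, 0.83 ± 0.301 at W2 and -0.27 ± 0.047 at W3.5 (SD, n = 4 each). It differed between stages (permutation test, raw p = 1e-05, the smallest that the permutations can give, adjusted p = 3e-05). VRN-A1 already had 8.12 ± 1.07 TPM at W1 and 22.3 ± 1.34 at W2, against 1.15 ± 0.296 and 11.4 ± 2.02 TPM for VRN-B1 (SD, n = 4 each), and A was higher in every W1 and W2 library. For RHT1, with RHT-A1 (TraesCS4A02G271000, 4A from 582477351 to 582479578) and RHT-B1 (TraesCS4B02G043100, 4B from 30861268 to 30863723), the ratio rose from -0.47 ± 0.075 at W1 to -0.12 ± 0.046 at W3.5 (SD, n = 4 each; permutation test, adjusted p = 3e-05). RHT-B1 had 166.8 ± 16.9 TPM at W1 against 132 ± 7.95 for RHT-A1 (SD, n = 4 each), higher in all 4 libraries, although 1 other gene model overlaps its span. Between W1 and W2 RHT-B1 was not a DEG (log2 fold change -0.14, adjusted p = 0.0184, edgeR), but edgeR's adjusted p was 0.00151 without W1 replicate 1. For TB1, with TB-A1 (TraesCS4A02G271300, 4A from 582839670 to 582841244) and TB-B1 (TraesCS4B02G042700, 4B from 30362277 to 30363341), 25 to 107 reads per library were counted on either copy. No change of the ratio with stage was detectable at this depth (0.02 ± 0.417 at W1, 0.14 ± 0.501 at W3.5, SD, n = 4 each; permutation test, adjusted p = 0.299). At W3.5 TB-B1 had 6.09 ± 1.75 TPM and TB-A1 4.402 ± 0.296 (SD, n = 4 each), with TB-B1 higher in 3 of 4 libraries. In TPM, TB-B1 was also the higher copy in 3 of 4 libraries at W1 and in all 4 at W3.25. The spans of 1575 bp for TB-A1 and 1065 bp for TB-B1 enter TPM, and by counts TB-B1 was higher in 2 of 4 libraries at W1 and at W3.5 and in 1 of 4 at W3.25, and TB-A1 in all 4 at W3.0. TB-A1 was a DEG from W1 to W3.5 (log2 fold change 0.78, adjusted p = 0.00024, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as was TB-B1 (0.71, adjusted p = 0.00277, edgeR), but TB-B1 no longer when W1 replicate 2, W3.5 replicate 2 or W3.5 replicate 3 was left out (adjusted p = 0.0111, 0.0187 and 0.0149, edgeR). Leaving out each library in turn moved the W3.5 minus W1 difference of the TB1 ratio between -0.02 and 0.32.

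**Figure D3:**
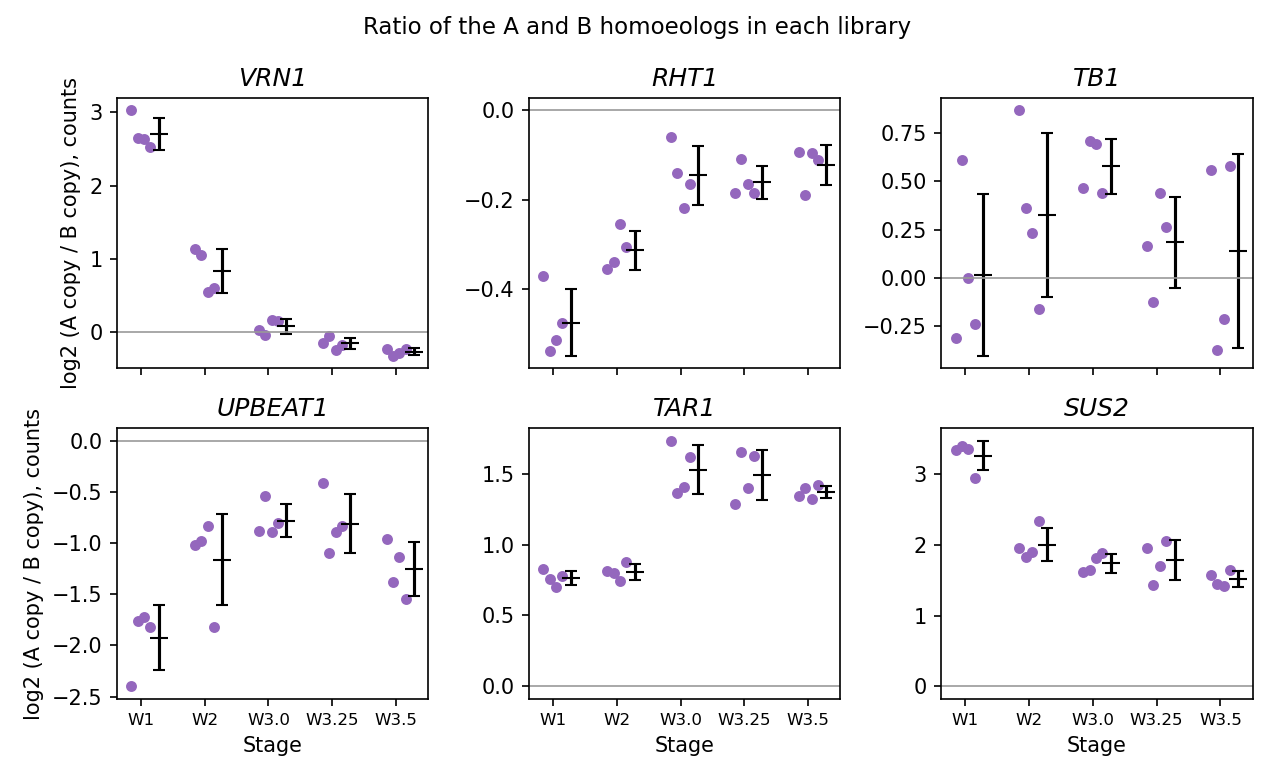
Log2 ratio of A to B counts at the 5 stages for the 6 homoeolog pairs of Fig. 4. Points are single libraries, and lines with bars give the mean and SD of 4 libraries. The VRN1 ratio drops from 2.71 at W1 to -0.27 at W3.5, and that of UPBEAT1 stays below 0.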

**Figure 4:**
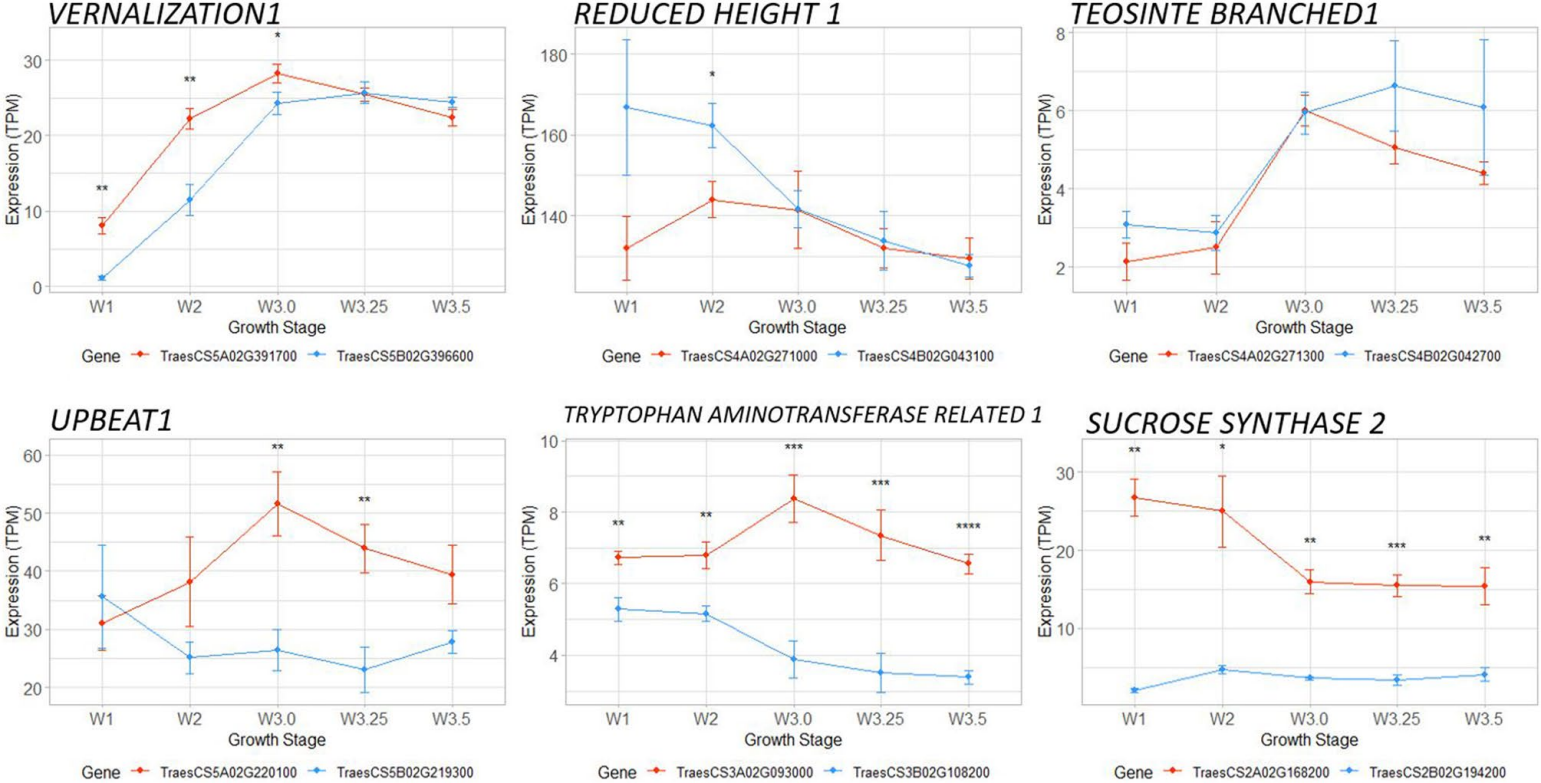
Divergent expression of homoeologous gene pairs during inflorescence development. Examples include the expression profiles of characterized domestication and adaptation alleles and genes close to QTL for spike architecture or grain size. Expression values are in TPM ± standard error. A-genome homoeologs are in orange, B-genome homoeologs are in blue. Paired t-tests were used to indicate differences between homoeolog expression at each time point, *P* values < 0.05 (*), 0.01 (**), 0.001 (***), 0.0001 (****).

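The pair labelled SUS2 consists of TraesCS2A02G168200 (2A from 121141338 to 121145857) and TraesCS2B02G194200 (2B from 171030105 to 171036053). The A copy fell from 26.7 ± 2.36 TPM at W1 to 16.0 ± 1.55 at W3.0, while the B copy went from 2.11 ± 0.293 at W1 to 4.68 ± 0.548 at W2 and 3.62 ± 0.173 at W3.0 (SD, n = 4 each). The log2 ratio of A to B counts was 3.27 ± 0.211 at W1 and 1.52 ± 0.1097 at W3.5 (SD, n = 4 each; permutation test over the 5 stages, adjusted p = 6e-05 over the 6 pairs). From W1 to W2 only the B copy was a DEG (log2 fold change 1.04, SE 0.136, adjusted p = 1.25e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The A copy changed by -0.20 (SE 0.102, adjusted p = 0.126, edgeR).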

Each of these 3 genes lies within 250 kb of a QTL for either grain number or grain size (Supplementary Data 7), so we hypothesized that other differentially expressed homoeologs located close to a yield-component QTL might point to natural regulatory sequence variation associated with yield traits in wheat. For example, *UPBEAT-A1* is upregulated at the double ridge stage to a much greater degree than *UPBEAT-B1* (Fig. 4)*,* is close to a QTL for TKW, and encodes an ortholog of a bHLH TF that regulates cell proliferation in Arabidopsis^38^. Similarly, *TRYPTOPHAN AMINOTRANSFERASE RELATED-A1* (*TAR-A1*) is also upregulated at the double ridge stage compared to *TAR-B1* (Fig. 4) and is proximal to a QTL for grain yield (Supplementary Data 7). These genes encode enzymes in the IAA biosynthesis pathway and their overexpression has previously been shown to modify inflorescence development in wheat^39^. 

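UPBEAT-A1 (TraesCS5A02G220100) is a gene model of 237 bp on chromosome 5A from 436880985 to 436881221, and UPBEAT-B1 (TraesCS5B02G219300) 1 of 800 bp on 5B from 393577481 to 393578280. UPBEAT-A1 had 31.1 ± 4.68 TPM at W1, 38.2 ± 7.77 at W2 and 51.6 ± 5.46 at W3.0 (SD, n = 4 each). Its change from W1 to W2 was not past the threshold (log2 fold change 0.19, SE 0.147, adjusted p = 0.342, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that from W1 to W3.0 was (0.55, SE 0.142, adjusted p = 0.00173, edgeR). Leaving out each library in turn moved the W1 to W2 change between 0.11 and 0.33, the highest without W2 replicate 4. In none of these fits did edgeR's adjusted p for it pass the threshold. UPBEAT-B1 had 35.7 ± 8.88 TPM at W1, 25.1 ± 2.68 at W2 and 26.4 ± 3.53 at W3.0 (SD, n = 4 each), and fell from W1 to W2 (log2 fold change -0.63, SE 0.152, adjusted p = 0.00193, edgeR), although the libraries of the 2 stages overlapped. This fall was not called without W1 replicate 1 (adjusted p = 0.0143, edgeR) or without W2 replicate 3 (adjusted p = 0.0101, edgeR). The log2 ratio of A to B counts was -1.92 ± 0.318 at W1, -1.16 ± 0.443 at W2 and -0.78 ± 0.163 at W3.0 (SD, n = 4 each; permutation test over the 5 stages, adjusted p = 0.00113 over the 6 pairs of Fig. 4). By counts UPBEAT-B1 was the higher copy in every library, whereas in TPM, which divides by the span, UPBEAT-A1 was higher in 3 of 4 libraries at W2 and in all 4 at each later stage.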

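TAR-A1 (TraesCS3A02G093000) lies on chromosome 3A from 59424278 to 59435904 and TAR-B1 (TraesCS3B02G108200) on 3B from 73842159 to 73850872. TAR-A1 had 6.73 ± 0.187 TPM at W1, 6.78 ± 0.375 at W2 and 8.37 ± 0.673 at W3.0 (SD, n = 4 each). Its log2 fold change was -0.10 from W1 to W2 (SE 0.065, adjusted p = 0.254, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.14 from W1 to W3.0 (SE 0.064, adjusted p = 0.0708, edgeR) and 0.23 from W2 to W3.0 (SE 0.064, adjusted p = 0.00656, edgeR). TAR-B1 had 5.29 ± 0.334, 5.16 ± 0.2097 and 3.88 ± 0.510 TPM at these stages (SD, n = 4 each), with log2 fold changes of -0.14 from W1 to W2 (adjusted p = 0.219, edgeR) and -0.48 from W2 to W3.0 (adjusted p = 0.000161, edgeR). The log2 ratio of A to B counts was 0.77 ± 0.051 at W1, 0.81 ± 0.055 at W2 and 1.53 ± 0.176 at W3.0 (SD, n = 4 each), and it differed between stages (permutation test, adjusted p = 6e-05 over the 6 pairs of Fig. 4). TAR-A1 was the higher copy in every library.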

Co-expression networks and observations from meta-analysis are available for developing hypotheses on inflorescence development (Supplementary Data 7).

### Identification of CLE/WOX genes expressed during wheat inflorescence development

To identify members of the conserved CLAVATA-WUSCHEL pathway that may regulate stem cell maintenance in wheat spike meristems, the expression profiles of genes encoding WOX TFs and *CLE* peptides were analyzed. Of 29 WOX TFs, 28 were expressed during early inflorescence development and 11 were both significantly differentially expressed during the time course and exhibited a spike-specific expression profile (Fig. 5A). 

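All 28 WOX genes of Fig. 5A were matched to gene models by their identifiers, checked against the TPM values that the figure prints, and each had at least 1 read. Of these, 15 had enough counts to be tested, and all 15 changed over the 5 stages by edgeR's quasi-likelihood F test. The count adjusted over the list alone was also 15. The paper based the family on earlier published naming, with TtWUSb added, and its figure shows the genes above a minimum TPM in these samples. Its own calls of change came from the same samples, so the count is not independent evidence. Of the 15, 5 had their highest stage mean at W1, 7 at W3.0 and 3 at W3.5. Spike-specific expression was not analysed here. With no filter on low counts, 20 were called.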

Two orthologs of *OsWOX4* were co-expressed in module 1 with rapid down-regulation before transition to the inflorescence meristem, suggesting they may play a role in vegetative meristem maintenance but not in inflorescence development. 

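TtWOX4a (TraesCS2A02G514000) lies on chromosome 2A from 738371677 to 738372966 and TtWOX4b (TraesCS2B02G542600) on 2B from 740320190 to 740321561. TtWOX4a fell from 5.62 ± 1.44 TPM at W1 to 2.09 ± 0.432 at W2 and 0.3695 ± 0.1705 at W3.0 (SD, n = 4 each), on 3 to 8 counts per library at W3.0. Its log2 fold change was -1.54 from W1 to W2 (SE 0.244, adjusted p = 1.85e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.07 from W1 to W3.0 (SE 0.321, adjusted p = 3.45e-11, edgeR). TtWOX4b had 3.22 ± 0.441, 2.07 ± 0.541 and 0.397 ± 0.245 TPM at these stages (SD, n = 4 each). Its fall from W1 to W2 did not pass the threshold of 0.01 (log2 fold change -0.75, SE 0.269, adjusted p = 0.0318, edgeR), although the libraries of the 2 stages did not overlap, and its fall from W1 to W3.0 did (-3.15, SE 0.345, adjusted p = 1.63e-08, edgeR).

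**Figure D4:**
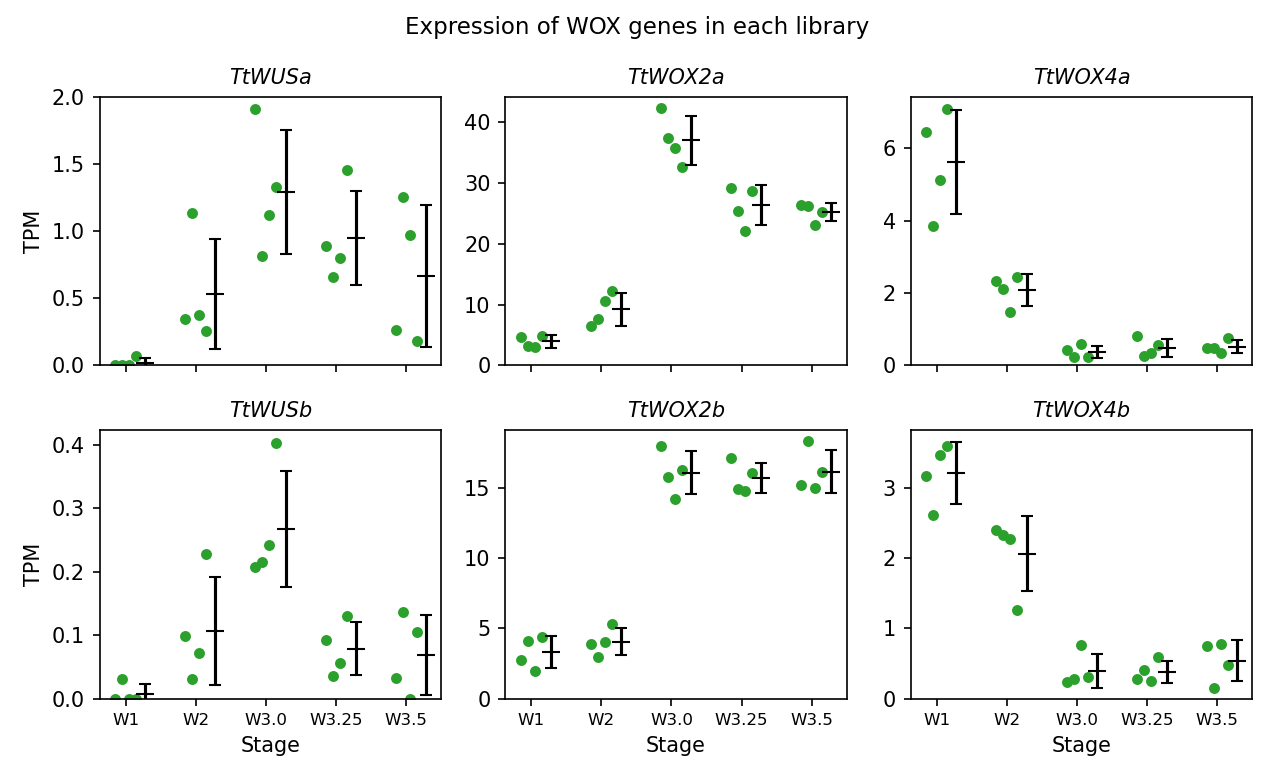
Transcript levels in TPM of TtWUSa, TtWUSb, TtWOX2a, TtWOX2b, TtWOX4a and TtWOX4b at the 5 stages. Points are the 4 libraries of a stage, and lines with bars give the mean and SD. The TtWOX4 copies fall to below 1 TPM by W3.0, where TtWUSa reaches 1.29 TPM and TtWOX2a 37.0 TPM.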

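The WUS ortholog TtWUSa (TraesCS2A02G491900, chromosome 2A from 724513458 to 724514647) had 1 count over the 4 W1 libraries, 25 at W2, 60 at W3.0, 46 at W3.25 and 32 at W3.5. The W3.0 to W1 ratio, scaled for library size, was 58.8 with a 95% counting interval of 10.2 to 2361 (adjusted p = 7.38e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The only W1 read was in replicate 4. Without that library the fitted log2 fold change was 6.93 instead of 5.33 and depends on the prior count, as no W1 read is then left, and the lowest was 5.04, without W1 replicate 1. Over the libraries left out, edgeR's adjusted p for this comparison was at most 5.23e-05. Its mean of 1.29 ± 0.462 TPM at W3.0 and 0.667 ± 0.527 TPM at W3.5 (SD, n = 4 each) did not differ past the threshold (log2 fold change -0.99, SE 0.466, adjusted p = 0.193, edgeR). TtWUSb (TraesCS2B02G775400LC, chromosome 2B from 714777526 to 714780658) had 65 counts over all 20 libraries, too few for the test, with 1 over the W1 libraries and 33 over the W3.0 libraries. Its span overlaps 2 other gene models. Also rising from W1 to W3.0 were TtWOX7a (TraesCS3A02G247200) with a log2 fold change of 2.11 (SE 0.161, adjusted p = 1.8e-11, edgeR) and TtWOX7b (TraesCS3B02G272200) with 2.32 (SE 0.16997, adjusted p = 8.27e-12, edgeR).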

Seven *WOX* genes clustered in module 2, characterized by rising expression during inflorescence development, including the orthologs of *AtWUS* (*TtWUSa* and *b*). 

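TtWOX2a (TraesCS1A02G052000, chromosome 1A from 33397501 to 33398955) had 3.94 ± 1.009 TPM at W1, 9.24 ± 2.67 at W2, 37.0 ± 4.02 at W3.0 and 25.2 ± 1.53 at W3.5 (SD, n = 4 each). TtWOX2b (TraesCS1B02G069000, chromosome 1B from 53364615 to 53365864) had 3.3001 ± 1.14, 4.04 ± 0.968, 16.1 ± 1.55 and 16.1 ± 1.52 TPM at these stages (SD, n = 4 each). From W1 to W2, TtWOX2a rose by a log2 fold change of 1.09 (SE 0.188, adjusted p = 5.41e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TtWOX2b changed by 0.17 (SE 0.193, adjusted p = 0.528, edgeR). From W3.0 to W3.5, TtWOX2a fell (log2 fold change -0.64, SE 0.133, adjusted p = 0.00169, edgeR) and TtWOX2b did not change detectably (-0.08, SE 0.136, adjusted p = 0.807, edgeR). The difference between the copies was not itself tested.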

The homoeologs *TtWOX2a* and *2b* are both associated with variation in spikelet number and are clustered into separate co-expression modules (Supplementary Data 7).

**Figure 5:**
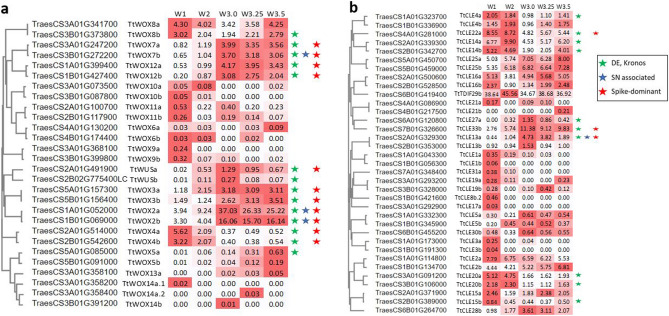
Expression profiles of WOX TFs (**a**) and CLE peptides (**b**) during wheat inflorescence development. Stars indicate additional evidence of a possible role in spike regulation (green = differential expression in ‘Kronos’ inflorescence, blue = associated with variation in spikelet number, red = spike-dominant expression profile). Heatmaps show expression (TPM) relative to each gene’s minimum and maximum expression. Only genes with TPM ≥ 0.01 are shown.

Of the 64 *CLE* genes, 35 were expressed during inflorescence development and just 9 were differentially expressed across the time course (Fig. 5B). 

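All 35 CLE genes of Fig. 5B were matched in the same way and had at least 1 read. Of the 20 with enough counts to be tested, 12 changed over the 5 stages by edgeR's quasi-likelihood F test, and adjusted over the list alone the count was also 12. As for the WOX genes, the list came from earlier published naming with a minimum TPM in these samples, and the count is not independent of the paper's calls. The highest stage mean of the 12 lay at W1 for 4, at W2 for 4, at W3.0 for 3 and at W3.5 for 1.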

Three wheat genes orthologous to *OsFON2/4* (putatively *TtCLV3*, *TraesCS2A02G329300* and *TraesCS2B02G353000*) exhibit spike-dominant DR-peaking expression profiles.

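TtCLE13a (TraesCS2A02G329300) lies on chromosome 2A from 561551674 to 561552621 and TtCLE13b (TraesCS2B02G353000) on 2B from 503774429 to 503775248. TtCLE13a had 0.439 ± 0.1247 TPM at W1, 1.04 ± 0.502 at W2, 4.73 ± 0.909 at W3.0, 3.82 ± 0.669 at W3.25 and 1.89 ± 0.752 at W3.5 (SD, n = 4 each). It rose from W2 to W3.0 (log2 fold change 2.10, SE 0.302, adjusted p = 4.48e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell from W3.0 to W3.5 (-1.41, SE 0.273, adjusted p = 0.000768, edgeR). The 3 to 17 counts of TtCLE13b per library gave 0.922 ± 0.322 TPM at W1, 0.942 ± 0.471 at W2 and 1.53 ± 0.537 at W3.0 (SD, n = 4 each). No change of TtCLE13b over the 5 stages was detectable at this depth (adjusted p = 0.402, edgeR's quasi-likelihood F test).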

## Discussion

Temporal transcriptomic datasets can help to characterize the regulatory networks controlling the development of complex organs such as the wheat inflorescence. One strategy to reduce spurious co-clustering of genes is to assemble a consensus co-expression network using a matrix of co-clustering frequencies from multiple independent networks, each assembled with randomized parameters and gene selection^40–42^. Co-expression networks have been successfully applied to unravel gene function in yeast (*Saccharomyces cerevisiae*), floral and fruit developmental pathways in strawberry (*Fragaria vesca*), and regulatory networks underlying leaf development in maize (*Zea mays*)^41–43^. In the current study, this approach generated a consensus network with a larger number of modules with improved intramodular connectivity compared to a standard WGCNA network (Fig. 2A). A further refinement to screen for genes co-clustering in every network assembly that they were both included revealed a consensus 100 module 9 of 167 genes that likely contribute to spikelet meristem and terminal spikelet formation (Fig. S3), indicating that consensus networks can help improve the accuracy of co-expression predictions and module assignment.

Beyond co-expression profiles, context-specific gene regulatory networks provide information on the centrality of each gene (a measure of its importance to the flow of information through a network), as well as the strength and directionality of interactions between individual genes^44^. This network predicts that the MIKC-MADS box TF *AGL6* is a critical gene in inflorescence development regulatory networks, and functions together with MIKC-MADS TFs from the PI and SEP subclades (Fig. 3). This is consistent with its role in rice, where AGL6 functions as a cofactor with A, B, C, and D class proteins during floral development, as well as in wheat, where it interacts with ABCDE proteins, likely as a bridge in complex protein–protein interactions to regulate whorl development^45–47^. This network also revealed novel candidate genes for future characterization studies. For example, the *BES1* TF *BES1/BZR1 HOMOLOG 2-like* is predicted to interact with several TFs, including the class Ι HD-ZIP TFs *GNI-A1* and *HOX-A2,* suggesting a role for brassinosteroid signaling in wheat inflorescence development.

During the inflorescence development time course in tetraploid Kronos presented here, 43.1% of genes were expressed in at least 1 timepoint, comparable to the 40.2% and 42.5% of genes expressed in similar inflorescence development time courses in the hexaploid wheat genotypes ‘Chinese Spring’ and ‘Kenong 9204’ when these reads were reanalyzed using the same mapping parameters and reference genome^24,25^. Of these genes, 3,682 exhibited spike-dominant expression profiles, defined by a high proportion of expression in the ‘Kronos’ inflorescence compared to two whole-plant hexaploid transcriptome datasets (τ > 0.9). It is important to note that these genes might include those that are absent or poorly expressed in the genotypes used to generate these reference datasets. Decades of selection in bread wheat and durum wheat breeding programs may have contributed to differences in the gene regulatory networks underlying inflorescence development in these species. Among these genes were 7 of 10 SRS TFs, including the wheat ortholog of *six-rowed spike 2* (*HvVRS2*) that modulates hormone activity in the developing barley spike^48^. Its expression profile in wheat, coupled with its association with spikelet number in an earlier study^26^, suggests it plays a conserved role in wheat inflorescence development. It would also be interesting to characterize the function of 4 other SRS TFs that exhibit spike-specific expression profiles peaking towards terminal spikelet formation (Supplementary Data 7). Ten of 15 GRF TFs were expressed predominantly in spike tissues, including the durum wheat ortholog of *TaGRF4* which improves regeneration efficiency in tissue culture when co-expressed with GIF cofactors^49^. The broadly similar, spike-specific expression profiles of genes in this family suggest other members may also contribute to meristem differentiation and inflorescence development (Supplementary Data 7).

A subset of *WOX* TFs and *CLE* peptides exhibited dynamic and spike-dominant expression profiles across the time course, consistent with the differential regulation of *OsWUS*, *OsWOX3*, *OsWOX4*, and *OsWOX12* during panicle development in rice^50^. The overexpression of *TaWOX5* (named *TtWOX9* in the current study) enhances wheat transformation and callus regeneration efficiency^51^. Several other WOX TFs are co-clustered with this gene and exhibit similar expression profiles in the wheat inflorescence (Fig. 5), suggesting they may also be candidates to enhance regeneration efficiency (Fig. 5). Among CLE peptides, *TaCLV3* was negatively associated with spikelet number in a set of Chinese wheat landraces^26^, consistent with its proposed role as a negative regulator of SAM size and activity in rice and maize^52,53^.

Analyses of principal components and co-expression profiles indicate that the transition from the vegetative meristem to the double ridge stage is associated with major reprogramming of the wheat transcriptome (Fig. 1), consistent with an earlier study^25^. Several TF families were enriched in module 1, characterized by high expression in the vegetative meristem before rapid downregulation after the double ridge stage, including 8 of the 9 RAV TFs in the consensus network. In Arabidopsis, the RAV genes *TEMPRANILLO1* (*TEM1*) and *TEM2* repress *FT* to prevent precocious flowering^54,55^. In rice, the *TEM* orthologs *OsRAV8* and *OsRAV9* bind the promoters of *OsMADS14* and *Hd3a* to suppress the floral transition, indicating this function is conserved in monocots^56^. The rapid downregulation of the wheat orthologs of these genes before double ridge formation, as well as homologs of *OsRAV11* and *OsRAV12* that act in reproductive patterning in rice^56^, suggests this family may act as local repressors of meristem identity genes in the developing wheat spike.

There were also 26 TCP TFs clustered in module 1, including *TtTCP-A9* and *TtTCP-B9*, negative regulators of spikelet number and grain size in durum wheat^57^. It is likely that other members of the TCP TF family also play roles as negative regulators of grain development. For example, *TtTCP-A17* and -*B17* are both downregulated during inflorescence development, are within 250 kbp of QTL for grain size, and are orthologous to genes associated with spikelet number variation in rice (Supplementary Data 7). Eight TCP TFs clustered in different modules and were most highly expressed during spikelet meristem formation, including *TEOSINTE BRANCHED 1*, which integrates photoperiod signals to regulate spike architecture in a dosage-dependent manner^58^, and a paralogous copy on chromosome 5B, *BRANCHED AND INDETERMINATE SPIKE*, that regulates spike architecture in barley^59^. Four other uncharacterized TCP TFs with homology to *RETARDED PALEA1* exhibit spike-dominant expression profiles and would be promising candidates to characterize their role in inflorescence development in wheat (Supplementary Data 7). Gene regulatory networks controlling inflorescence development may also influence male and female reproductive traits for hybrid wheat production. For example, variation in the rate and extent of anther extrusion, which impacts pollen shedding to facilitate out-crossing, might be impacted during inflorescence development to control lemma and anther physiology. It will be interesting to analyze the expression of candidate genes for hybrid wheat production within the inflorescence time course. Similarly, regulatory networks can be important resources to identify and characterize genes that underlie variation in fruiting efficiency, an important yield component^60^.

Although association and linkage mapping studies in wheat have described hundreds of QTL for agronomic traits, relatively few causative genes have been cloned and validated^7^. One example is the *Mov-1* locus on chromosome 2D that confers variation in grains per spikelet in hexaploid wheat^61^. Transcriptomic data can help prioritize candidate gene selection within a mapping interval based on spatial or temporal expression profiles^62^. Furthermore, changes in transcription may indicate the presence of dominant or semi-dominant gain-of-function variants in *cis*-regulatory elements or of structural variation that confer changes in phenotype through modified expression profiles. Because of the functional redundancy of the polyploid wheat genome, such variants underlie the majority of cloned genes to date^63^, including domestication alleles of *PPD1*, *VRN1* and *RHT1*, which clustered in different co-expression modules to their wild-type homoeologous allele (Fig. 4). Such divergent expression profiles, especially for those genes in close proximity to QTL for traits relating to grain number and grain size, might be strong candidates for allele mining to explore the extent of natural variation in wheat germplasm collections, and to engineer novel variation by targeted editing of *cis*-regulatory regions^64^. In order to apply this approach in crop breeding, it will be necessary to develop efficient methods to identify specific *cis*-regulatory elements in these highly variable regions of the genome. It may also be possible to engineer changes in inflorescence development by over-expressing candidate TFs identified in this study, although regulatory restrictions and consumer opposition may limit the commercial application of such tools in some parts of the world.

## Conclusions

Consensus and gene regulatory networks provide the means to analyze temporal transcriptomic datasets as a complementary approach to characterize functional pathways underlying wheat inflorescence development. The incorporation of higher resolution datasets at both the spatial and temporal levels within meristem tissues will build on these findings^29^. Although reverse genetics will be required to validate the hypotheses generated from in silico network analyses, the integration of functional datasets from wheat and related species facilitates the identification of critical regulators^65^. Functional characterization studies focused on these predicted genes will improve our understanding of inflorescence development and help breeders identify and combine superior alleles to drive increased grain number.

## Materials and methods

### Plant materials and growth conditions

All experiments were performed in the tetraploid *Triticum turgidum* L. subsp. *durum* (Desf.) var. Kronos (genomes AABB). Kronos has a spring growth habit conferred by a *VRN-A1* allele containing a deletion in intron 1 and carries the *Ppd-A1a* allele that confers reduced sensitivity to photoperiod^66,67^. Plants were grown in controlled conditions in PGR15 growth chambers (Conviron, Manitoba, Canada) under a long day photoperiod (16 h light/8 h dark) at 23 ℃ day/17 ℃ night temperatures and a light intensity of ~ 260 µM m^−2^ s^−1^. Developing apical meristems were harvested under a dissecting microscope using a sterile scalpel and placed immediately in liquid nitrogen. All samples were harvested within a 1 h period approximately 4 h after the lights were switched on (± 30 min) to account for possible differences in circadian regulation of gene expression. Approximately 20 apices were combined for each biological replicate of samples harvested at stages W1 (shoot apical meristem, SAM) and W2 (early double ridge, EDR) and approximately 12 apices for samples harvested at stages W3.0 (double ridge, DR), W3.25 (lemma primordia, LP) and W3.5 (terminal spikelet, TS)^3^. Four biological replicates were harvested at each timepoint.

All plant materials were sourced from the Dubcovsky lab at UC Davis, and all experiments were in compliance with institutional, national, and international guidelines and legislation.

### RNA-seq library construction and sequencing

Tissues were ground into a fine powder in liquid nitrogen and total RNA was extracted using the Spectrum™ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO). Sequencing libraries were produced using the TruSeq RNA Sample Preparation kit v2 (Illumina, San Diego, CA), according to the manufacturer’s instructions. Library quality was determined using a high-sensitivity DNA chip run on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Libraries were barcoded to allow multiplexing and all samples were sequenced using the 100 bp single read module across 2lanes of a HiSeq3000 sequencer at the UC Davis Genome Center.

### RNA-seq data processing

‘Kronos’ RNA-seq reads were trimmed and checked for quality Phred scores above 30 using Fastp v0.20.1^68^. Trimmed reads were aligned to the IWGSC RefSeq v1.0 genome assembly consisting of A and B chromosome pseudomolecules and unanchored (U) scaffolds not assigned to any chromosome (ABU) using STAR 2.7.5 aligner (outFilterMismatchNoverReadLmax = 0.04, alignIntronMax = 10,000)^20,69^. Only uniquely mapped reads were retained for expression analysis. Transcript levels were quantified by featureCounts using 190,391 gene models from the ABU IWGSC RefSeq v1.1 annotations^28,70^ and converted to Transcripts Per Million (TPM) values using a custom python script available from https://github.com/cvanges/spike_development/ (Supplementary Data 1).

Raw RNA-seq reads for ‘Kenong9204’ and ‘Chinese Spring’ inflorescence development datasets were obtained from BioProjects PRJNA325489 and PRJNA383677^24,25^. RNA-seq reads were processed with Fastp as described above and aligned to the hexaploid ABDU RefSeq v1.0 genome assembly using the same methods and parameters. Transcript quantification and TPM were determined as above using the full ABDU IWGSC RefSeq v1.1 annotations.

RNA-seq reads and raw count data for each sample is available from NCBI Gene Expression Omnibus under the accession GSE193126 (https://www.ncbi.nlm.nih.gov/geo/).

### Transcription factors

There were 3,838 ABU gene models annotated as transcription factors that were grouped into 65 TF families per IWGSC v1.1 annotations^28^. The following families were consolidated: “AP2” and “APETALA2”, “bHLH” and “HRT-like”, “MADS” and “MADS1”, “NFYB” and “NF-YB”, “NFYC” and “NF-YC”, and “SBP” and “SPL”, as well as “MADS2” and “MIKC”, which were consolidated into “MIKC-MADS”. After consolidation, there were 59 TF families. A previous study described the annotation of 201 MIKC-MADS box genes placed into 15 subclades^17^. There were 30 MIKC transcription factors on the A and B genomes absent from the IWGSC TF list, which were added to this family. Investigations of the *CLE* and *WOX* gene families were based on the naming reported in Li et al. (Ref.^13^) and Li et al. (Ref.^14^), with the addition of *TtWUSb* (*TraesCS2B02G775400LC*) to the *WOX* family, which was absent from these studies. In total, 3,861 TFs were included in this study (Supplementary Data 2).

### Spike-dominant expression analysis

Expression data (TPMs) for 2 developmental studies were obtained from the Grassroots Data Repository (https://opendata.earlham.ac.uk/wheat/under_license/toronto/Ramirez-Gonzalez_etal_2018-06025-Transcriptome-Landscape/expvip/RefSeq_1.0/ByTranscript/)^27,28^. The first dataset, in ‘Chinese Spring’, included samples from 5 tissue types at 3 timepoints (mean of 2 biological replicates) for 15 total tissue/stages^27^. A second dataset from the variety ‘Azhurnaya’ comprised 209 unreplicated samples grouped into 22 “intermediate tissue” groups of various sizes^28^. Twelve samples overlapping with ‘Kronos’ spike samples were removed (tissue groups “coleoptile”, “stem axis”, and “shoot apical meristem”). For early spike tissue specificity analyses, the mean TPM expression of 15 ‘Chinese Spring’ tissues (n = 2) or the mean of 22 ‘Azhurnaya’ tissues (n ranging from 3 to 30) were compared to the ‘Kronos’ sampling stage with the highest mean expression (n = 4). Comparisons were made using the Tau (τ) tissue specificity metric where τ = 0 indicates ubiquitous expression and τ = 1 indicates tissue specific expression^71,72^. A custom R script was used to calculate tissue specificity and is available at github.com/cvanges/spike_development. Genes which were expressed predominantly in ‘Kronos’ inflorescence tissues (τ > 0.9) were defined ‘spike-dominant’ whereas genes only expressed in ‘Kronos’ inflorescence tissues (τ = 1) were defined ‘spike-specific’ (Supplementary Data 3).

### Principal component analysis (PCA), differential expression, and GO enrichment

PCA was performed in R using prcomp in the r/stats package v2.6.2 including all replications for each time point. PCA plots were generated with ggplot2 v3.3.2. Whole transcriptome PCA used read counts from all expressed gene models (n = 82,019) and TF PCA used expression of 2874 expressed TFs. Randomized PCA distribution (Fig. S1) used independent random subsampling of 2874 expressed genes without replacement. Principle component percent variation explained and eigenvalues from prcomp were used for comparisons between whole transcriptome PCA and TF-only PCA.

Pairwise differential expression was determined using both EdgeR v3.24.3 and DESeq2 v1.22.2 for robustness^73,74^. Pairwise comparisons between consecutive timepoints were done using raw read counts for 4 biological replicates at each stage. Benjamin-Hochberg FDR adjusted *P*-values ≤ 0.01 was used as a stringent DE cut-off for both tools. Only genes DE using both tools were classified as pairwise DEGs (Supplementary Data 5). Differential expression of ‘Chinese Spring’ and ‘Kenong9204’ inflorescence development datasets was also determined with raw read counts and EdgeR and DESeq2 using the same method as for the ‘Kronos’ dataset. Adjustments to DE tests were made to compare all 4 timepoints (6 pairwise comparisons) with 2 biological replicates in ‘Chinese Spring’ as well as the 6 timepoints (15 pairwise comparisons) with 2 biological replicates in the ‘Kenong9204’ datasets. For network analyses, a second DE test was included which reinforced longitudinal DE determination, an impulse model (ImpulseDE2, https://github.com/YosefLab/ImpulseDE2) was used for ‘Kronos’ data^75,76^. Raw counts were used with default parameters and genes with Benjamin-Hochberg FDR adjusted *P*-values ≤ 0.05 considered differentially expressed. Functional annotation to generate GO terms for each high-confidence and low-confidence gene in the IWGSC RefSeq v1.1 genome was performed as described previously^77^.

### Standard and consensus WGCNA network construction

Genes identified using pairwise differential expression (EdgeR and DESeq2) and ImpulseDE2 (22,566 genes total) were used for co-expression analyses. A standard co-expression network was built using the R package WGCNA v1.66 with the parameters: power = 20, networkType = signed, minimum module size = 30, and mergecutheight = 0.25^78^ (Supplementary Data 7). Parallel coordinate plots were produced in R by normalizing raw read counts and visualized with ggparacoord (scale = ‘globalminmax’) in GGally (version 1.5.0).

A consensus network was built using methods described in Shahan et al*.* (Ref.^42^). In brief, 1,000 WGCNA runs were performed with 80% of genes randomly subsampled without replacement and random parameters for power (1, 2, 4, 8, 12, 16, 20), minModSize (40, 60, 90, 120, 150, 180, 210), and mergeCutHeight (0.15, 0.2, 0.25, 0.3). The final consensus network was built using an adjacency matrix—adj = number of times gene *i* is clustered with gene *j*/number of times gene *i* is subsampled with gene *j*—with parameters power = 6 and minModuleSize = 30 (Supplementary Data 7). The consensus100 network was built by filtering the adjacency network for adj = 1 prior to network construction. Along with module assignments, we used the WGCNA package to find the connectivity of each gene with co-clustered genes (intramodularConnectivity.fromExpr()) and summarized module expression patterns (moduleEigengenes()). Python and R scripts for creating the adjacency matrix and consensus network are available at https://github.com/cvanges/spike_development. The Bioconductor package GeneOverlap was used to determine the overlap of module assignments between consensus and standard networks (http://shenlab-sinai.github.io/shenlab-sinai/)^79^.

### Causal structure inference network

Expression data (TPM) for 970 transcription factors retained in the consensus100 network was used to build a gene regulatory network using the Causal Structure Inference algorithm^42^. Network construction used CSI in Cyverse with default parameters^42^.

### Conversion of wheat, rice, and barley gene IDs

Genes associated with wheat and rice spikelet number described in Wang et al., were identified from a previous set of annotated wheat gene models (ftp://ftp.ensemblgenomes.org/pub/plants/release-28/). To identify the corresponding IWGSC RefSeq v1.1 gene ID, each gene model coding sequence was extracted and used as a query in BLASTn searches against the IWGSCv1.1 ABU genome. Homologous gene pairs with > 99% identity to each query were considered spikelet number associated genes. Two previous studies reported genes DE during *H. vulgare* inflorescence development using IBSC_v2 annotations^80,81^. Each barley gene model coding sequence was extracted and used as a query in BLASTn searches against the IWGSCv1.1 ABU wheat genome. Genes with percent identity > 90% were retained and considered orthologs of barley DEGs (HvDE).

### Enrichment analysis

Enrichment and depletion of genes among modules or DEG lists was determined using the cumulative distribution function of the hypergeometric distribution (http://systems.crump.ucla.edu/hypergeometric/).

### QTL proximity and definition of homoeologous pairs

Using a previously published meta-analysis of yield component QTL studies, we searched the IWGSCv1.1 genome for expressed genes in our timecourse within 500 kbp of 428 loci associated with yield component traits (kernel number per spike, thousand kernel weight, spikelet number)^7^. Homoeologous gene pairs reported from Ramírez-González et al.^28^ were used to determine co-expressed homoeologs.

## Supplementary Information

Supplementary Information 1.

Supplementary Figures.

Supplementary Information 2.

## Data Availability

All RNA-seq data have been deposited with the Gene Expression Omnibus (GEO) database under record number GSE193126. Processed expression and gene annotation information are provided as Supplementary Files. The consensus expression network is provided as Supplementary File 10 and can be viewed in the open-source Cytoscape platform.

# Supplementary material for: Transcriptional signatures of wheat inflorescence development
**Source:** Sci Rep. 2022 Oct 14;12:17224. doi: 10.1038/s41598-022-21571-z
**Supplement:** Supplementary file 2 — Supplementary Figures.

**Transcriptional signatures of wheat inflorescence development**

Carl VanGessel^1^, James Hamilton^1^, Facundo Tabbita^2,3^, Jorge Dubcovsky^4,5^, Stephen Pearce^1,6,^*

^3^ Instituto Nacional de Tecnología Agropecuaria, Instituto de Recursos Biológicos, Las Cabañas y los Reseros s/n, Hurlingham (1686), Buenos Aires, Argentina.

**Supplemental Figures 1 – 3**

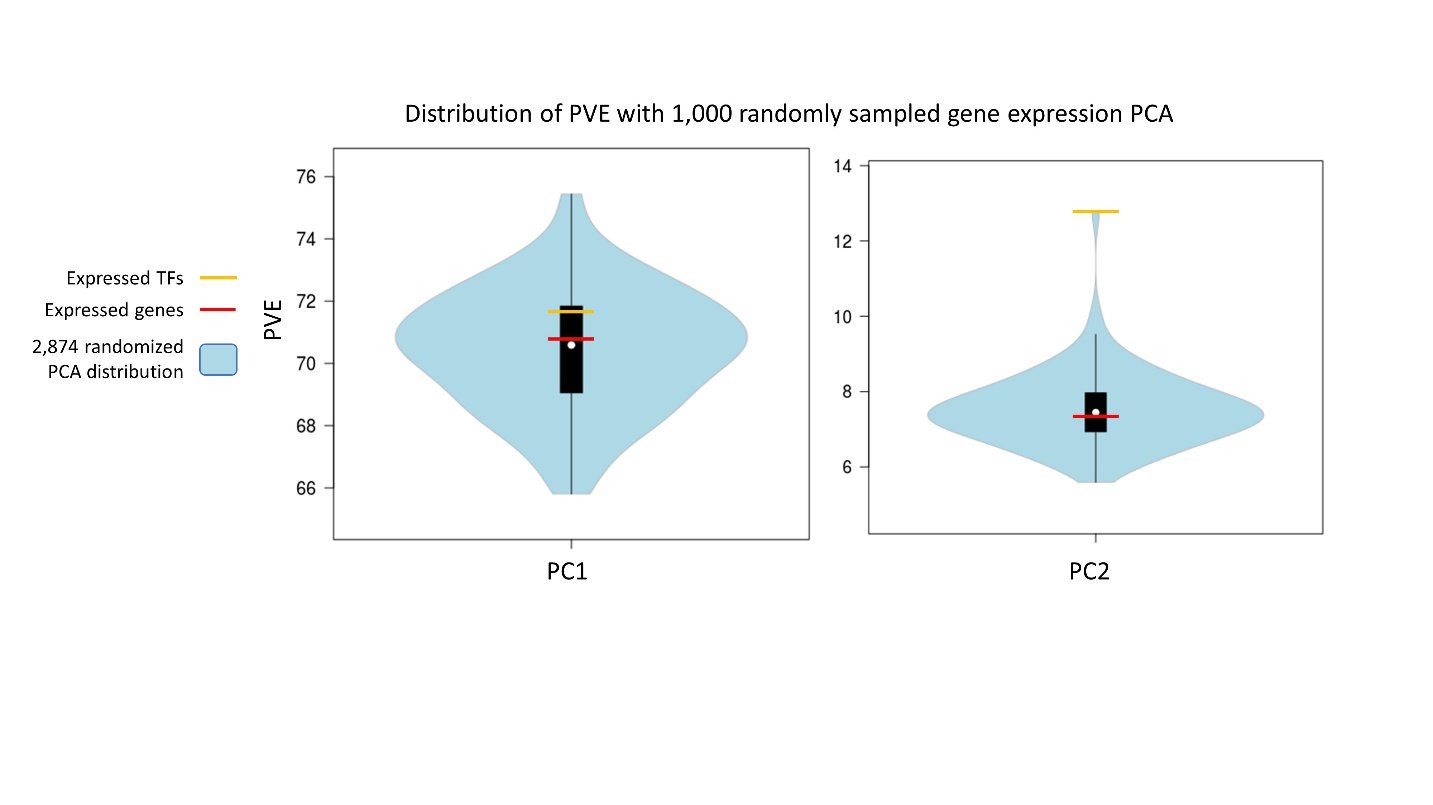

Figure S1: Percent variance explained by PC1 and PC2 considering expressed genes (n = 82,019, red), expressed transcription factors (n = 2,874, yellow), and sets of randomly subsampled genes (n = 2,874, blue). Violin plots represent distribution of PVE for PC1 and PC2 when 2,874 expressed genes are subsampled from all expressed genes 1,000 times. The variance explained by PC1 was only marginally greater compared to the whole transcriptome PCA, but PC2 captured a greater proportion of variance (12.77 PVE, Fig. S1) than when including the whole transcriptome (7.37 PVE). A one-sample t-test showed the PVE by PC2 of TFs was significantly higher than randomly subsampled genes of the same sample size from the whole dataset (P < 0.0001, df = 9,999, Fig. S1).

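In 1000 random sets of 2874 expressed gene models, drawn with a fixed seed, PC1 explained a median of 51.4% of the variance (range 46.05% to 56.1%) and PC2 a median of 7.17% (range 5.75% to 8.92%). A PCA of the TFs alone was not run here, since only part of the TF list was at hand.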

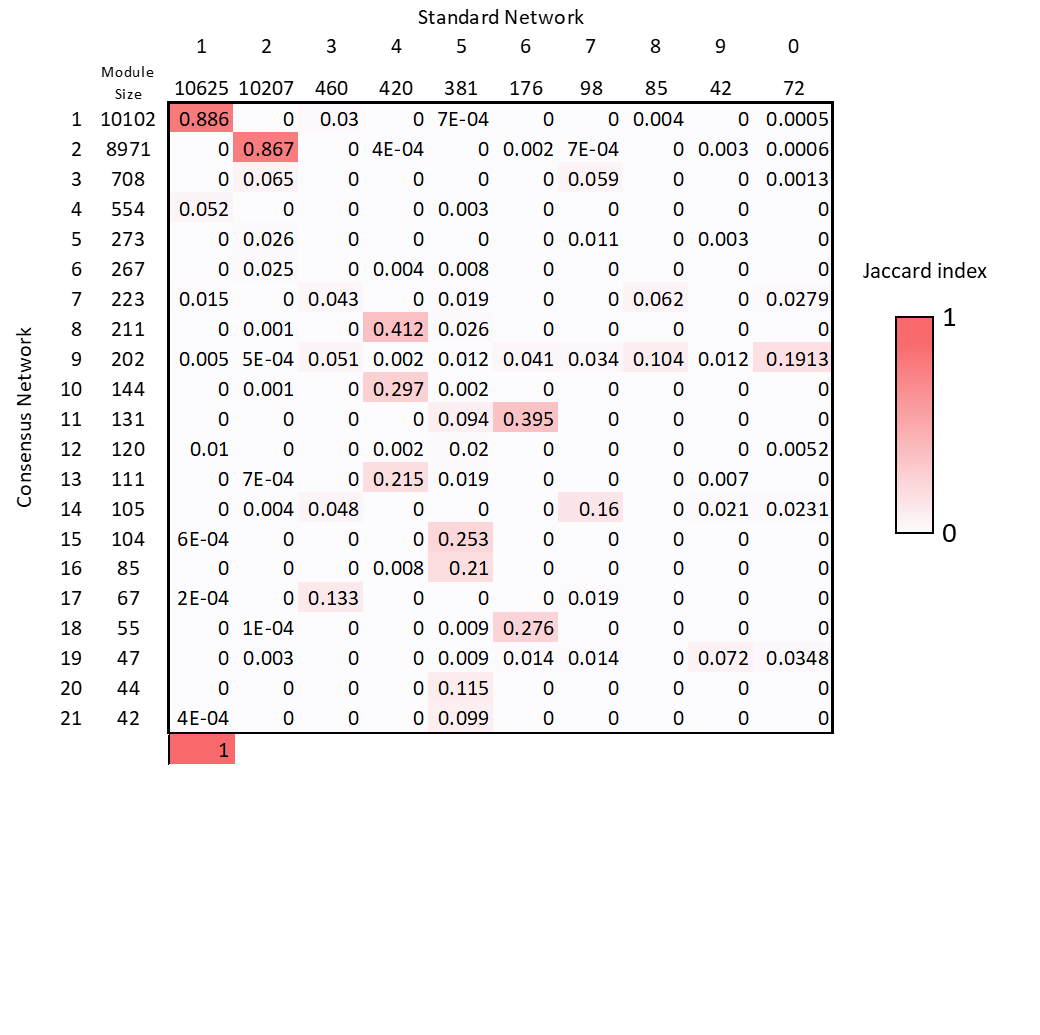

Figure S2: Comparison of common genes in consensus and standard co-expression network modules using the Jaccard index. Module sizes are listed for consensus (left) and standard network (above). Jaccard index scores range from 0 (No overlap) to 1 (identical gene lists).

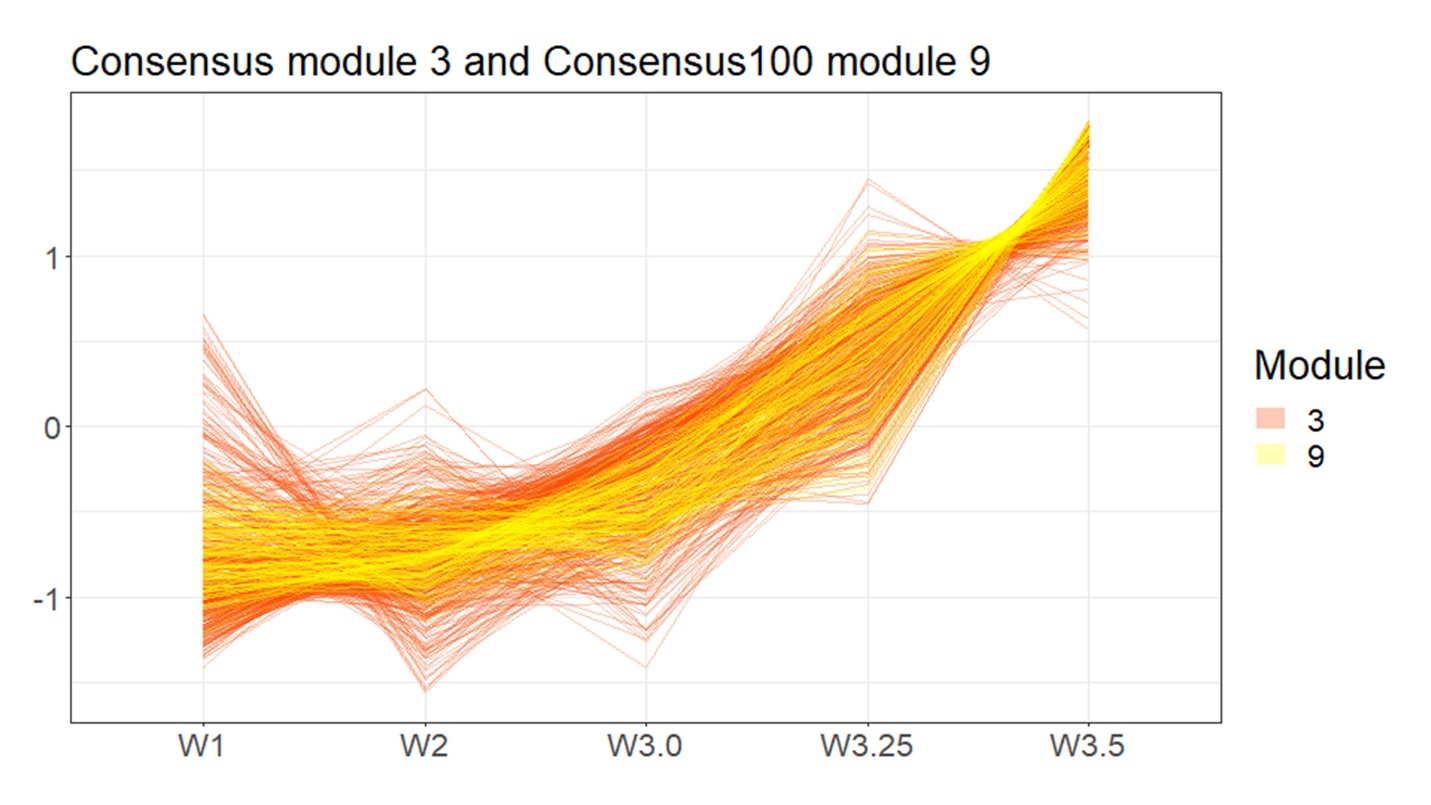

Figure S3: Expression profiles of all 708 genes in consensus network module 3 (orange) and the subset of 167 genes that were clustered in consensus100 module 9 (yellow).

How the deposited data were processed for this re-analysis (not part of the article)

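RNA from pooled apices of the durum wheat cultivar Kronos was measured at 5 stages (W1, W2, W3.0, W3.25 and W3.5) with 4 replicate libraries per stage, 20 libraries in all. Pools held about 20 apices at W1 and W2 and about 12 at the later stages. The authors trimmed single reads of 100 bp with Fastp 0.20.1 and aligned them with STAR 2.7.5. They then made the deposited raw read counts with featureCounts 2.0.0 at a mapping quality minimum of 40, without normalization, as the file header and the Methods state. Counts cover the whole span of each gene model, and reads over more than 1 gene model were dropped. The table also lists 79047 gene models of the D genome, all with 0 counts, which were left out, so that 190381 gene models remained.

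All values were computed from these counts in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Library totals ranged from 22229388 to 29655553 counts. A gene counted as expressed with at least 1 read in at least 1 library. TPM used the gene span as length. For tests, filterByExpr of edgeR with a minimum count of 10 and a minimum total count of 15 kept 48336 gene models. Genes below this filter were not tested, which covers 13 of the WOX and 15 of the CLE genes.

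All 20 libraries shared a fit with stage as the factor, which leaves 15 residual degrees of freedom. The 10 pairwise comparisons were tested with edgeR's quasi-likelihood test after TMM normalization and with the Wald test of DESeq2, each with Benjamini-Hochberg adjustment at 0.01, and a DEG had to pass both in the same direction. Change over the 5 stages was tested with the quasi-likelihood F test of edgeR at an adjusted p of 0.05. The co-expression modules, the network and the ImpulseDE2 test were not recomputed, because WGCNA, CSI and ImpulseDE2 were not installed. Gene models were instead sorted by the order of their stage means of log2 CPM with a prior count of 2. The TF, GO and homoeolog lists were not used here.

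The PCA was run on centred log2 CPM of 82019 gene models, and on 1000 random sets of 2874 of them. Homoeolog ratios used a pseudocount of 0.5 and 100000 permutations of the stage labels, with 0.05 as threshold. Folds against a stage with 0 counts used a floor of 3 counts over the stage. WOX and CLE genes were matched to gene models by the identifiers in Fig. 5 and checked against the TPM values printed there. Of the genes in the network, those named in the readable part were used. These TPM values and part of Supplementary Data 1 were seen before the genes to be named were chosen.

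The pipeline was tested on simulated data with 200 changed genes. It recovered 179 of them from W1 to W2 with 1 false call, and made 0 calls between stages without a simulated change. With only 2 stages in the fit it recovered 176 with 5 false calls. Every simulated change was at least 2-fold and at W2 alone, with 1 spread per gene for all stages. In the data, 11057 gene models were DEGs from W1 to W2, with a median absolute log2 fold change of 0.54. The coefficient of biological variation was also larger at W1 (0.117) than at W2 (0.0683). The simulated rates therefore do not give the recovery or the false calls in the data.

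The alternatives changed the tool, the edgeR test, the libraries in the fit, the filter, the normalization, the threshold, a 2-fold minimum, the replicate number as a block, the PCA transformation, the pseudocount (0.1 or 2) and the prior count (0.5). Each of the 20 libraries was also left out in turn.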

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

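No test in this part was chosen only after its result was seen. The stages, the comparisons, the thresholds and the alternatives described in this section were set before the data were examined.

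Library measures were compared within each stage by the gap between the most extreme library and its nearest neighbour, divided by the range of the 4 libraries. Dixon's 95% critical value was exceeded in 1 of 35 groups, while 1.75 would exceed it by chance. This was the number of genes detected at W1, with a ratio of 0.9646. W1 replicate 4 had reads on 62671 gene models, against 61796 to 61827 in the other 3 W1 libraries. It was also the deepest W1 library, with 29410741 counts. After all 4 were thinned to 25140497 counts, it had 61852 gene models, 33 above the highest of the other 3, which ranged from 61131 to 61819. Thinning thus removed most of the excess over replicate 2, which then had 61582 gene models, and replicate 3, which had 61819. Depth does not account for the excess over replicate 1. That library had 28685988 counts but 61796 gene models, and 61131 after thinning. No biological explanation was tested.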

How the results depend on the processing

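The counts of other splits of the libraries were chosen only after the results were seen, and no other test in this part was.

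With only the 8 libraries of a comparison fitted in edgeR and split in every way into 4 and 4, the real split alone, 1 of 35, gave as many calls, for W1 to W2, W2 to W3.0, W3.0 to W3.25 and W3.25 to W3.5 alike. For change over the 5 stages, 1 of 100 groupings, the real one, gave as many genes. Chance can be excluded for the counts of these fits, as a random grouping of libraries without any difference between stages. The DEG counts reported with all 20 libraries and both tools were not themselves split. Every other split mixes the stages within its groups, which widens their spread, so the test does not speak to the size of the counts.

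Of the results that answer a comparison, other than those with a library left out, 136 values stayed within their limits, 53 moved and 1 changed direction. For 56 results of single genes under 4 settings (DESeq2 size factors, no filter, the replicate block and the DESeq2 likelihood-ratio test), 214 values stayed and 10 passed a threshold that they had not passed, 9 of these in the DESeq2 likelihood-ratio test, which tests all 5 stages and not the comparison. Not counted here, both helicases were also called from W2 to W3.0 with only the 2 stages in the fit and at an adjusted p of 0.05.

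From W3.0 to W3.25 and from W3.25 to W3.5, the number of DEGs was 642 and 623 with DESeq2 alone, 868 and 899 at an adjusted p of 0.05, and 635 and 597 with the exact test of edgeR. With only the 2 stages in the fit, 773 DEGs were found from W3.25 to W3.5, and with no filter on low counts 553. The ratio of earlier to later DEGs was 17.1 with DESeq2 alone, 16.6 at 0.05, 17.3 with the exact test, 13.8 with 2 stages and 17.6 with no filter. A change of at least 2-fold left 3154 DEGs from W1 to W2, 3923 from W2 to W3.0, 161 from W3.0 to W3.25 and 103 from W3.25 to W3.5. The union of these was 5687, and 10398 passed in any comparison and over time.

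The percent of DEGs that fell from W1 to W2 was 62.8 with edgeR alone, 65.1 with DESeq2 alone, 60.7 at 0.05, 66.9 at 2-fold, 64.9 with 2 stages and 65.6 with DESeq2 size factors. From W2 to W3.0 it was 57.5 at 0.05, 69.2 at 2-fold and 61.2 with no filter. At 2-fold it was 29.2 from W3.0 to W3.25 and, the only change of direction, 33.0 from W3.25 to W3.5. With the replicate number as a replicate block, the percentages from W1 to W2 and from W3.25 to W3.5 were 65.01 and 66.0, and the numbers of DEGs over the 4 comparisons were 10275, 8718, 385 and 338. The labels do not say whether replicates with the same number belong together.

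PC1 explained 66.7% of the variance on raw counts, 26.8% on scaled raw counts, 63.6% after variance stabilization, 29.9% on scaled log2 CPM and 65.2% for the filtered genes. PC2 explained 17.1% on raw counts, 15.6% on scaled raw counts and 7.43% on scaled log2 CPM. In the random sets the PC1 median was 68.0%, 26.8%, 63.5%, 29.9% and 65.3% under these settings, and that of PC2 was 17.5% on raw and 15.6% on scaled raw counts.

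Taking the union of consecutive DEGs for the profiles gave 9437 genes high at W1, 6047 low at W1 and 627 in neither class. Of these genes, 8712 had their highest mean at W1, 2016 at W3.0, 1343 at W3.25 and 2578 at W3.5.

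With each library left out in turn, DEGs ranged from 9076 to 11158 (W1 to W2), from 7589 to 10495 (W2 to W3.0), from 228 to 514 (W3.0 to W3.25) and from 129 to 620 (W3.25 to W3.5). From W3.0 to W3.25 the count was 228 without W3.0 replicate 3, 239 without W3.0 replicate 4, 234 without W3.25 replicate 3 and 236 without W3.25 replicate 4. From W3.25 to W3.5 it was 620 without W1 replicate 1, 163 without W3.25 replicate 1, 222 without W3.25 replicate 4, 196 without W3.5 replicate 1, 153 without W3.5 replicate 2 and 129 without W3.5 replicate 3. The ratio ranged from 18.2 without W1 replicate 1 to 43.6 without W3.25 replicate 4, with 43.0 without W3.25 replicate 3. The percent down ranged from 63.9 to 64.9, from 58.5 to 62.4, from 41.3 to 45.8 and from 54.3 to 67.4 in the 4 comparisons. PC1 ranged from 48.7% to 52.8% and PC2 from 6.64% to 7.74%, and in the random sets from 48.7% to 52.9% and from 6.66% to 7.80%.

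The union of DEGs ranged from 13730 to 16423, DEGs in any comparison and over time from 27509 to 28724, expressed gene models from 81460 to 81777 and those above 1 TPM from 45191 to 45305. Changing WOX genes stayed at 15, and changing CLE genes ranged from 11 to 13. The W3.5 minus W1 difference of the homoeolog ratio ranged from -3.03 to -2.87 for VRN1, from 0.33 to 0.39 for RHT1, from -0.02 to 0.32 for TB1, from 0.51 to 0.77 for UPBEAT1, from 0.58 to 0.62 for TAR1 and from -1.85 to -1.70 for SUS2.

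Among single genes, edgeR's adjusted p rose above its threshold for 11 values and fell below it for 3 when a library was left out. The 3 were both helicases from W2 to W3.0 and RHT-B1 from W1 to W2, each without W1 replicate 1, at 0.00608, 0.000514 and 0.00151. Over the libraries left out, the largest were 0.088 for the A copy and 0.0679 for the B copy of the helicase. The cause of the other dependences on single libraries was not tested. Depth limits the genes near the filter, such as the WOX and CLE genes that were not tested.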

Differences from the paper's values

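No test in this part was chosen only after its result was seen, and every alternative named here was set before the data were examined.

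From W1 to W2, 11057 DEGs were found here and the paper's count is 6828. The counts came within 1.5 times of each other with only the 2 stages in the fit (7926) and with any W1 or W2 library left out (9076 to 10165). They did not with edgeR alone, DESeq2 alone, an adjusted p of 0.05, a 2-fold minimum, the exact test of edgeR, no filter, DESeq2 size factors, the replicate block, or any W3.0, W3.25 or W3.5 library left out.

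From W3.25 to W3.5, 339 DEGs were found here, against the paper's 628. The counts came within 1.5 times of each other with DESeq2 alone (623), at an adjusted p of 0.05 (899), with the exact test (597), with only the 2 stages in the fit (773), with no filter (553), without W1 replicate 1 (620) and without W3.5 replicate 4 (472). They did not with edgeR alone, a 2-fold minimum, DESeq2 size factors, the replicate block, or any other library left out.

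The earlier comparisons gave 27.6 times as many DEGs as the later ones, and the ratio of the paper's counts is 12.3. The ratio came within 1.5 times of the paper's with DESeq2 alone (17.1), at 0.05 (16.6), with the exact test (17.3), with 2 stages (13.8), with no filter (17.6) and without W1 replicate 1 (18.2). It did not with edgeR alone, a 2-fold minimum, DESeq2 size factors, the replicate block, or any other library left out.

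The paper lists both helicase genes as higher at W3.0 than at W2. Here the log2 fold changes were 0.20 and 0.27 with the same direction, but neither gene was a DEG. Both were called with only the 2 stages in the fit and at an adjusted p of 0.05, and their edgeR adjusted p passed 0.01 without W1 replicate 1. For the B copy it also passed with no filter, but DESeq2 did not then call it. The DESeq2 likelihood-ratio test over the 5 stages passed for both.

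The paper describes UPBEAT-A1 as rising at double ridge to a greater degree than UPBEAT-B1, and TAR-A1 as upregulated there compared to TAR-B1. The log2 ratio of A to B counts rose from -1.92 at W1 to -1.16 at W2 and -0.78 at W3.0 for UPBEAT1, and was 0.77, 0.81 and 1.53 for TAR1, with TAR-A1 higher in every library. Of the genes on their own, neither was a DEG from W1 to W2 under any of the 9 alternatives to the tests and filters (log2 fold changes 0.19 and -0.10), whereas UPBEAT-A1 was a DEG from W1 to W3.0 (0.55) and TAR-A1 from W2 to W3.0 (0.23). The likelihood-ratio test over the 5 stages passed for both. Fig. 4 of the paper gives TPM and tests the copies against each other within a stage, which these calls do not. At W1, W2 and W3.0, UPBEAT-A1 had 31.1, 38.2 and 51.6 TPM, and UPBEAT-B1 35.7, 25.1 and 26.4. TAR-A1 had 6.73, 6.78 and 8.37 TPM, and TAR-B1 5.29, 5.16 and 3.88. The Methods call W3.0 double ridge.

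The paper describes both TtWOX4 copies as rapidly down-regulated ahead of the transition to the inflorescence meristem, and names no comparison of stages for this. TtWOX4a fell from W1 to W2 (-1.54), whereas TtWOX4b did not pass the threshold (-0.75), except at an adjusted p of 0.05. Both fell from W1 to W3.0 (-4.07 and -3.15).

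The paper describes TtCLE13a and TtCLE13b as peaking at double ridge. Both were highest here at W3.0, the stage that the Methods call double ridge, so the peak agrees under that naming. Under the naming of the Results, where W2 is double ridge, it does not. TtCLE13a had 1.04 TPM at W2 and 4.73 TPM at W3.0. The change of TtCLE13b was not detected over the 5 stages (F test of edgeR, adjusted p = 0.402). TtWUSb, which the paper groups with the rising genes, had 65 counts in all and was not tested.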

Other observations

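Chosen only after the result was seen were the tests on W1 replicate 1, the fits without a whole stage, the tests on runs of neighbouring genes other than those of 1A with 1B and with depth, and, for the B-genome share, the comparison of libraries at similar depth and the use of 2 preset alternatives as tests of an explanation.

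W1 replicate 1 differed from the other W1 libraries. Over 21395 gene models above 8 CPM on average, the SD of its log2 deviation from the mean of its stage was 0.266, against 0.141 to 0.174 in the other W1 libraries and 0.115 to 0.164 at later stages. The coefficient of biological variation was 0.117 for W1 and 0.0687 without this library, against 0.0594 to 0.0725 at the other stages. Its total of 28685988 counts lies among those of the other W1 libraries, which argues against depth. Its median deviation was 0.489 higher for the shortest than for the longest gene spans, beyond 0.203, the largest such difference in the other 19 libraries, so a bias by span may be part of it. After the trend with span was removed, the SD was still 0.239, against 0.138 to 0.167 in the other W1 libraries, so span is not the whole of it. Apices of a later stage in the pool would give a positive slope along the change from W1 to W2, and the slope was -0.068. RNA quality and other differences in the staging of the pool stay open and were not tested.

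From W3.25 to W3.5, 339 DEGs were found with all 20 libraries in the fit. Without the W1 stage there were 603, without W2 316 and without W3.0 339. This is consistent with the spread of the W1 libraries widening the shared estimate of variation. With each library's trend with gene span as an offset, edgeR called 527 genes instead of 349, a ratio of 1.51, so that the span trend may contribute as well. The ratios in the other 3 comparisons were between 1.05 and 1.07. A biological explanation for the number of DEGs was not tested here.

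Neighbouring gene models moved together across the libraries of a stage in 7 runs of the A and B chromosomes. A run needed a window of 10 genes with a mean correlation above 0.375, the highest value in 20 shuffles of the gene order. The runs on 4B (0.378) and 6A (0.401) lay close to this threshold, and the others reached 0.444 to 0.763. At the start of 1A, from 11085 to 1145934, 17 tested genes on both strands moved together. Of these, 16 moved by 0.5 to 2 times the mean of the others. The tested genes just beyond had a median slope of 0.018. The level was highest in W3.5 replicate 4 (0.73) and lowest in W2 replicate 3 (-0.69). It followed neither the start of 1B (Pearson's r = -0.21, permutation p = 0.353, adjusted p = 0.57; Spearman's rho = -0.21, permutation p = 0.435) nor the total count (r = 0.0345, permutation p = 0.903, adjusted p = 0.903; rho = 0.101, permutation p = 0.714). Without the 2 libraries farthest from the mean, r was -0.257 and 0.035. A candidate explanation is a segment that the pooled plants carried in different doses, which is not excluded by these values. Of the 24 relations tested in this family (two-sided, Benjamini-Hochberg adjustment), that of the runs on 2A and 2B was r = 0.946 (permutation p = 2e-05, adjusted p = 0.00048; rho = 0.935, permutation p = 2e-05; r = 0.924 without the 2 libraries farthest from the mean). A segment on a single chromosome cannot lie on both, whereas plants that carry both, or shared regulation of homoeologs, stay open. On 3B, from 112458296 to 113981901, 8 of 12 genes moved by 0.5 to 2 times the mean of the others, and 8 of the 12 were DEGs in a consecutive comparison, as were 7 of 10 on 4B, 2 of 14 on 2B, 1 of 10 on 6A, 1 of 14 on 6B, 0 of 17 on 1A and 0 of 13 on 2A. The DEGs go with regulation of these genes by stage, but the run was found in deviations within stages, so a segment and regulation stay open and cannot be told apart. In the runs on 4B, 6A and 6B, 2 of 10, 5 of 10 and 9 of 14 genes moved by 0.5 to 2 times the mean of the others, and no explanation was tested for these. Genotypes of the plants were not analysed here, and of regulation only that shared between 1A and 1B was tested.

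The B genome held 49.3% of the counts at W1 and 48.9% at W3.5, a difference of -0.374 percentage points (permutation of the stage labels over all 5 stages, p = 1e-05, the smallest that 100000 permutations can give). Every W3.5 library lay below every W1 library. Without the 100 most counted genes the difference was -0.377, and in high-confidence gene models it was -0.502, which argues against a few genes or low-confidence models. Depth was tested first by correlation with the share (r = 0.353, permutation p = 0.196, adjusted p = 0.57 in the same family; rho = 0.405, permutation p = 0.127; r = 0.393 without the 2 libraries farthest from the mean). After this was seen, the 3 libraries of W3.0 to W3.5 with totals in the range of the W1 libraries were compared, and their highest share was 49.0, below the lowest W1 share of 49.3. With each library left out, the difference ranged from -0.391 to -0.364. That developmental stage shifts the balance of the genomes is a hypothesis, found and tested on the same data.

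Further genes that the network or Fig. 5 names were also followed over the stages. A LFY gene on 2B (TraesCS2B02G464200) rose from W1 to W3.0 (log2 fold change 2.59, adjusted p = 2.68e-17, edgeR), with every W3.0 library above every W1 library. The GRF genes TraesCS7A02G165600 and TraesCS4A02G255000 rose as well, by 1.14 (adjusted p = 1.16e-12, edgeR) and 0.63 (adjusted p = 2.49e-10, edgeR), again in all 4 libraries of each stage. TtWOX9a was read only at W1, with 11 counts there and 0 at every later stage, and TtWOX9b had 15 counts at W1, 3 at W2, 4 at W3.0, 0 at W3.25 and 1 at W3.5. No explanation was tested for these.

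Replicates with the same number were no more alike across stages than others. Their correlations of deviations ranged from -0.058 to 0.102 (median 0.00215) over 40 pairs, against -0.085 to 0.107 (median -0.00477) over 120 pairs with different numbers. Among 30 pairs within stages, the lowest chi-square per degree of freedom was 2.13, above the 1 that counting error alone would give.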
